# Eosinophil function in adipose tissue is regulated by Krüppel-like factor 3 (KLF3)

**DOI:** 10.1038/s41467-020-16758-9

**Published:** 2020-06-10

**Authors:** Alexander J. Knights, Emily J. Vohralik, Peter J. Houweling, Elizabeth S. Stout, Laura J. Norton, Stephanie J. Alexopoulos, Jinfen. J. Yik, Hanapi Mat Jusoh, Ellen M. Olzomer, Kim S. Bell-Anderson, Kathryn N. North, Kyle L. Hoehn, Merlin Crossley, Kate G. R. Quinlan

**Keywords:** Gene regulation, Eosinophils, Obesity

## Abstract

The conversion of white adipocytes to thermogenic beige adipocytes represents a potential mechanism to treat obesity and related metabolic disorders. However, the mechanisms involved in converting white to beige adipose tissue remain incompletely understood. Here we show profound beiging in a genetic mouse model lacking the transcriptional repressor Krüppel-like factor 3 (KLF3). Bone marrow transplants from these animals confer the beige phenotype on wild type recipients. Analysis of the cellular and molecular changes reveal an accumulation of eosinophils in adipose tissue. We examine the transcriptomic profile of adipose-resident eosinophils and posit that KLF3 regulates adipose tissue function via transcriptional control of secreted molecules linked to beiging. Furthermore, we provide evidence that eosinophils may directly act on adipocytes to drive beiging and highlight the critical role of these little-understood immune cells in thermogenesis.

## Abstract (web summary)

Immune cells are important regulators of adipose tissue function, including adaptive thermogenesis. Here the authors show that mice with Krüppel-like factor 3 (KLF3) deficiency in bone marrow-derived cells have increased adipose tissue beiging which may at least in part be due to altered eosinophil paracrine signaling.

## Introduction

White adipose tissue (AT), typically regarded as an energy storage site, can acquire the thermogenic properties of brown AT to become ‘beige’ and drive energy expenditure^1,2^. The discovery that AT can be activated in this way may be important in combatting obesity and associated cardiometabolic disorders.

It is now apparent that resident immune cells, particularly mediators of type 2 immunity, are involved in beige AT activation and energy expenditure. Eosinophils have been implicated in beiging^3–5^ but the underlying cellular and molecular mechanisms orchestrating their contributions remain incompletely understood. Obese mice have fewer eosinophils in their AT than lean counterparts, and the ΔdblGATA transgenic mouse, which lacks eosinophils altogether, displays exaggerated weight gain on a high-calorie diet^4^. Using the ΔdblGATA model, it has also been proposed that AT eosinophils facilitate adipocyte maturation to ameliorate diabetic complications of diet-induced obesity^6^. Conversely, mice genetically engineered to overexpress interleukin 5 (IL-5) have supraphysiological levels of eosinophils and are protected from diet-induced obesity^4^. However, a recent study reported that artificially increasing eosinophils in AT with recombinant IL-5 did not confer the expected metabolic benefits, leading the authors to suggest that the functional activities of eosinophils may be more crucial than their abundance^7^. Furthermore, the principal contribution of macrophages to AT energy expenditure—their production of catecholamines^8^—is currently under debate, with several groups finding that rather than synthesising catecholamines, macrophages are instead responsible for catecholamine uptake and degradation^9–11^. Thus, interest in the key cellular and molecular drivers of beiging remains intense.

We have previously shown that mice lacking the transcriptional repressor Krüppel-like factor 3 (KLF3) have reduced adiposity and are protected from diet-induced obesity^12,13^. Here we report enhanced beige AT activation in *Klf3*^*−/−*^ mice and that bone marrow (BM) transplants from these mice confer the lean, beige phenotype on recipients. In the absence of KLF3, AT-resident eosinophils are more abundant and exhibit significant deregulation of important secreted molecules, including meteorin-like and IL-33, both of which influence beiging^5,14–16^. We also report that co-culture of eosinophils with primary adipocytes increases thermogenic gene expression. These findings identify KLF3 as an important regulator of AT eosinophil gene expression and function, advancing our understanding of how these little-understood immune cells may lead to improved strategies for therapeutically driving energy expenditure.

## Results

### Reduced adiposity and enhanced beiging in *Klf3*^−/−^ mice

Disruption of the gene encoding the transcriptional repressor KLF3 results in mice that are smaller than their wild type (WT) littermates with less white AT^13^ (Supplementary Fig. 1a, b), and confers protection from diet-induced obesity^12^. Body mass composition analysis of chow-fed WT and *Klf3*^*−/−*^ animals housed at room temperature (22 °C) showed that *Klf3*^*−/−*^ mice exhibit reduced total fat mass compared to WT littermates (Fig. 1a and Supplementary Fig. 1a), in addition to differences in lean body mass, which constitute their reduced body weight (Supplementary Fig. 1b). This is reflected in the reduced size of white AT depots in *Klf3*^*−/−*^ mice seen previously^12^ (Fig. 1b and Supplementary Fig. 1c). Visual examination of subcutaneous (subcut) AT depots, the depots most prone to beiging^17^, revealed a browner complexion and smaller size in *Klf3*^*−/−*^ mice (Fig. 1c). Furthermore, H&E staining revealed that in the absence of KLF3, adipose cellular architecture is notably altered, with enrichment of multilocular adipocytes evident that was not seen in the subcut AT of WT mice (Supplementary Fig. 2a, b). These observations also confirm the previous finding that *Klf3*^*−/−*^ mice have smaller-sized adipocytes^12,13^. Given that thermogenic energy expenditure via activation of beige AT may influence adiposity^18–20^, we examined the expression of archetypal thermogenic genes. We observed upregulation of numerous thermogenic genes in the subcut AT of *Klf3*^*−/−*^ mice – most notably *Ucp1*, *Cpt1b*, *Fatp1* and the beige-specific marker^21^ *Tbx1* (Fig. 1d). We next investigated the levels of mitochondrial proteins by Western blotting of whole-cell extracts (WCE) from WT and *Klf3*^*−/−*^ subcut AT. Uncoupling protein 1 (UCP1) protein levels were higher in the subcut AT of *Klf3*^*−/−*^ mice (Fig. 1e), as were mitochondrial oxidative phosphorylation (oxphos) complexes I–V (Fig. 1f). We also observed increased levels of the mitochondrial outer membrane protein voltage-dependent anion channel (VDAC) in *Klf3*^*−/−*^ subcut AT (Fig. 1g), suggesting higher mitochondrial number. Levels of multiple thermogenic genes were also increased in the gonadal AT of *Klf3*^*−/−*^ mice (Supplementary Fig. 1d), as were UCP1 and mitochondrial oxphos proteins (Supplementary Fig. 1e, f). Several genes were modestly increased in interscapular brown AT of *Klf3*^*−/−*^ mice while beige-specific markers^1^ *Tbx1*, *Tmem26* and *Cd137* were undetectable (Supplementary Fig. 1g). UCP1 protein content was mildly decreased in *Klf3*^*−/−*^ brown AT (Supplementary Fig. 1h, i). While this suggests that brown AT is unlikely to play a major role in the thermogenic phenotype of *Klf3*^*−/−*^ mice, we cannot wholly rule out its contribution given the existence of UCP1-independent thermogenic mechanisms in beige and brown fat^22–25^. Together, these results show that *Klf3*^*−/−*^ mice exhibit reduced fat mass that may result from enhanced AT beiging, as demonstrated by the widespread de-repression of thermogenic genes and mitochondrial proteins.

**Fig. 1:**
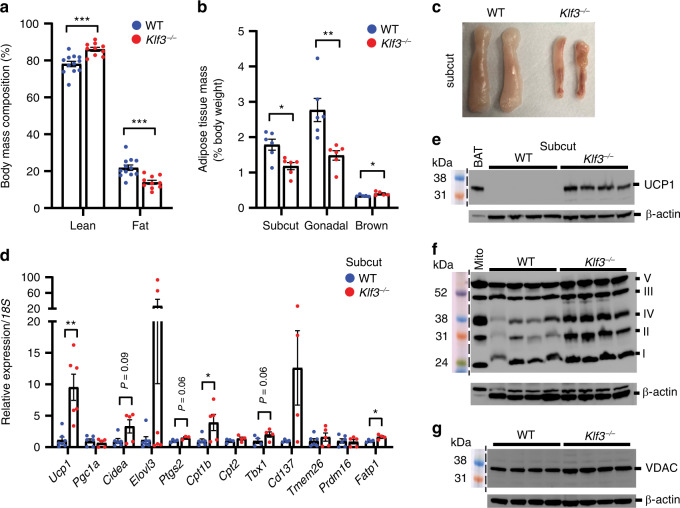
Reduced adiposity and enhanced beiging in *Klf3*^*−/−*^ mice. **a** Lean and fat body mass composition (%) of WT (*n* = 12) and *Klf3*^*−/−*^ (*n* = 10) mice were assessed by EchoMRI analysis. **b** Weights of WT and *Klf3*^*−/−*^ AT depots were recorded as a percentage of total body weight (*n* = 6 mice for subcut and gonadal AT; *n* = 5 mice for brown AT). **c** Representative macroscopic images of WT and *Klf3*^*−/−*^ subcut AT pads showing relative size and complexion. **d** mRNA levels of thermogenic genes were assessed by qPCR in WT and *Klf3*^*−/−*^ subcut AT (*n* = 4–8 mice). Relative expression was normalised to *18S* rRNA levels and the mean WT value for each gene was set to 1. **e** UCP1 protein expression was measured in WT and *Klf3*^*−/−*^ subcut AT by western blotting (*n* = 4 mice). 25 μg of whole-cell extract (WCE) was loaded alongside a Rainbow molecular weight marker. Nitrocellulose membranes were probed with anti-UCP1 antibody overnight. Diluted brown adipose tissue (BAT) extract included as a positive control. **f** Expression of mitochondrial oxphos proteins in WT and *Klf3*^*−/−*^ subcut AT WCE was assessed by western blotting (*n* = 4 mice). 25 μg of extract was loaded alongside rat heart mitochondria extract (Mito; positive control), and PVDF membranes were blocked overnight before being probed with the Total OXPHOS Rodent WB Antibody Cocktail for 2 h. Mitochondrial complexes are labelled by their Roman numerals (I–V). **g** VDAC protein expression was measured in WT and *Klf3*^*−/−*^ subcut AT (*n* = 4 mice) by western blotting. 20 μg of WCE was loaded and nitrocellulose membranes were probed overnight with anti-VDAC antibody. For **e**–**g** β-actin was included as a loading control. For **a**, **b** and **d**, error bars represent means ± SEM and one-sided non-parametric Mann–Whitney *U* tests were performed where *P < 0.05, **P < 0.01, ***P < 0.001. Source data are provided as a Source data file. kDa, kilodaltons. See also Supplementary Figs. 1 and 2.

### KLF3 deficiency enhances the thermogenic response

Cold exposure is a recognised means of promoting adaptive thermogenesis in AT^26–28^. To study whether the absence of KLF3 enhances beige AT activation and influences body temperature both in the cold and at thermoneutrality, we acutely exposed WT and *Klf3*^*−/−*^ mice to ambient temperatures of 4 °C or 30 °C (Fig. 2a). No statistically significant difference was seen in the body temperatures of WT and *Klf3*^*−/−*^ mice during cold exposure (Fig. 2b). As expected, there was little disparity in body temperature between WT and *Klf3*^*−/−*^ mice housed at 30 °C. Subcut (Fig. 2c and Supplementary Fig. 3a) and gonadal AT (Supplementary Fig. 3b, c) from *Klf3*^*−/−*^ mice were smaller than WT depots under both conditions, and interestingly, interscapular brown AT was smaller in *Klf3*^*−/−*^ mice acutely exposed to 4 °C than in WT mice at 4 °C or in *Klf3*^*−/−*^ mice at thermoneutrality (Supplementary Figs. 3d, e). Visual inspection of subcut AT depots from mice housed at 30 °C and 4 °C showed that *Klf3*^*−/−*^ mice exhibited distinct, enhanced evidence of browning at 4 °C compared to WT mice, and this disparity was retained at 30 °C though to a lesser extent (Fig. 2d). This striking change in macroscopic appearance was surprising, given the short period of cold exposure (5 h), and may in part be strain-dependent and due to the elevated levels of basal thermogenesis in *Klf3*^*−/−*^ mice. To examine beige AT activation at the transcriptional level, we assessed expression of thermogenic genes in subcut AT from mice housed at 30 °C and 4 °C. At 4 °C, we found that multiple genes were increased in the absence of KLF3, including *Ucp1*, *Pgc1a, Cidea*, *Elovl3* and *Cpt1b* (Fig. 2e), with similar deregulation seen in gonadal AT (Supplementary Fig. 3f) and to a lesser extent, brown AT (Supplementary Fig. 3g). *Ucp1* mRNA expression was elevated in subcut AT from *Klf3*^*−/−*^ mice compared to WT mice housed at 30 °C. Western blotting of subcut UCP1 and mitochondrial oxphos complexes confirmed upregulation at the protein level at 4 °C (Fig. 2f, g). Thus, under thermal stress at 4 °C, activation of beige AT is amplified in *Klf3*^*−/−*^ mice. At thermoneutrality, KLF3 deficiency still augments beige AT activation, suggesting that the effects seen are not solely due to cold temperature, but that in this model beiging of white AT can occur independently of thermal stress.

**Fig. 2:**
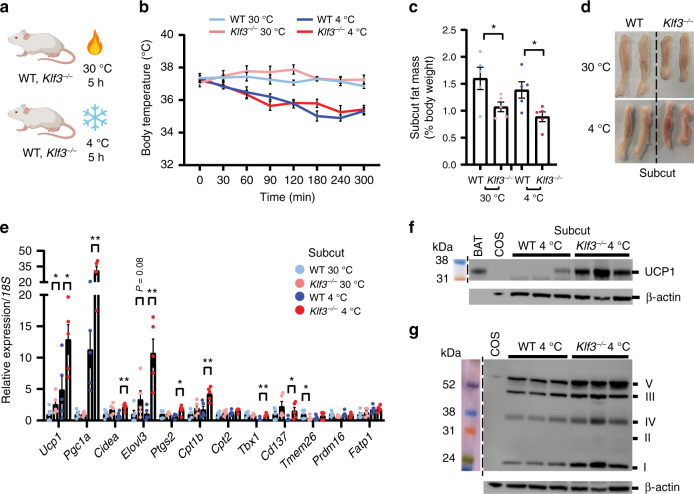
KLF3 deficiency enhances the thermogenic response. **a** WT and *Klf3*^*−/−*^ mice were acutely housed at 30 °C or 4 °C (cartoon created with BioRender.com) and **b** body temperature was monitored by rectal probing over a 5 h period (*n* = 5 mice). **c** Weights of WT and *Klf3*^*−/−*^ subcut AT from mice housed at 30 °C or 4 °C were recorded as relative to body weight (*n* = 5 mice.) **d** Representative macroscopic images of subcut AT from WT and *Klf3*^*−/−*^ mice housed at 30 °C or 4 °C, showing size and complexion. **e** mRNA levels of thermogenic genes were assessed by qPCR in WT and *Klf3*^*−/−*^ subcut AT (*n* = 5 mice). Relative expression was normalised to *18S* rRNA levels and the WT 30 °C value for each gene was set to 1. **f** UCP1 protein expression was measured in subcut AT from WT and *Klf3*^*−/−*^ mice housed at 4 °C by western blotting (*n* = 3 mice). 25 μg of WCE was loaded alongside a Rainbow molecular weight marker. Nitrocellulose membranes were probed with anti-UCP1 antibody overnight. β-actin was included as a loading control and diluted brown AT (BAT) extract included as a positive control. **g** Expression of mitochondrial oxphos proteins in subcut AT from WT and *Klf3*^*−/−*^ mice housed at 4 °C was assessed by western blotting (*n* = 3 mice). 25 μg of extract was loaded alongside rat heart mitochondria extract (Mito; positive control), and PVDF membranes were blocked overnight before being probed with the Total OXPHOS Rodent WB Antibody Cocktail for 2 h. β-actin was including as a loading control. Mitochondrial complexes are labelled by their Roman numerals (I–V). Extracts from COS cells were included as negative control lanes. For **b** two-way ANOVA followed by post-hoc Tukey testing was performed to assess statistical significance. For **c**, **e**, error bars represent means ± SEM and one-sided non-parametric Mann–Whitney *U* tests were performed where *P < 0.05, **P < 0.01. Source data are provided as a Source data file. kDa, kilodaltons; COS, COS-7 cells. See also Supplementary Fig. 3.

### Reduced weight gain in WT mice transplanted with Klf3^−/−^ BM

We have previously shown that mice lacking KLF3 are protected from obesity when fed a high-fat diet, with no difference exhibited in food intake on either a chow or high-fat diet compared to WT mice^12^. While the mechanisms underlying had remained unclear, evidence of enhanced beiging in *Klf3*^*−/−*^ mice now provides a possible explanation. The role of haematopoietic cells in AT function and thermogenesis is now widely appreciated, and KLF3 is both active in haematopoietic lineages^29–33^ and highly expressed in a range of haematopoietic cell types according to the Immgen^34^ and Haemopedia^35,36^ databases. We thus focused on a possible role for KLF3 in BM haematopoietic cells that could give rise to cells occupying the AT SVF niche and regulate adipose function. We irradiated WT mice and transplanted them with BM from WT or *Klf3*^*−/−*^ mice to produce WT^WT^ and WT^*Klf3−/−*^ chimeras (Fig. 3a). Chimeric mice and a control cohort of untransplanted WT and *Klf3*^*−/−*^ animals were fed a high-fat, high-sugar Western diet for 11 weeks in order to investigate resistance to diet-induced obesity and adiposity. Successful haematopoietic reconstitution was assessed by genotyping tail biopsies (recipient and donor cells) and BM (recipient cells only) (Supplementary Fig. 4a). Prior to commencing the Western diet regimen, WT^*Klf3−/−*^ chimeras were heavier than WT^WT^ counterparts, then over the 11-week Western diet period, WT^*Klf3−/−*^ chimeras gained modestly but significantly less weight than WT^WT^ counterparts (Fig. 3b and Supplementary Fig. 4b, c) and had less body fat (Fig. 3c). Importantly, WT^*Klf3−/−*^ chimeras gained less subcut AT mass compared to WT^WT^ animals (Fig. 3d and Supplementary Fig. 4d) and more prominent browning in WT^*Klf3−/−*^ subcut AT was detected by visual inspection (Fig. 3e). No such differences were observed in the weights or appearance of gonadal or brown AT (Supplementary Fig. 4e–i). The expression of thermogenic genes in the subcut AT of chimeric mice was tested and *Ucp1*, *Cpt1b* and *Cd137* were found to be upregulated in animals that received *Klf3*^*−/−*^ BM compared to mice that received WT BM (Fig. 3f). Several genes were also upregulated in WT^*Klf3−/−*^ gonadal and brown AT (Supplementary Fig. 4j, k). We performed biochemical analysis on the peripheral blood of transplanted mice and showed that plasma triglycerides were significantly lower in WT^*Klf3−/−*^ mice compared to WT^WT^, while no difference existed in total cholesterol (Supplementary Fig. 5a, b). We also detected reduced hepatic triglycerides in untransplanted KLF3-deficient mice (Supplementary Fig. 5c), and observed no difference in liver cholesterol levels (Supplementary Fig. 5d). Together these results demonstrate that transplantation of irradiated WT mice with KLF3-deficient BM was sufficient to confer metabolic benefits on recipient mice. This suggests that haematopoietic cells may be instrumental in driving beiging and conferring resistance to obesity in this system.

**Fig. 3:**
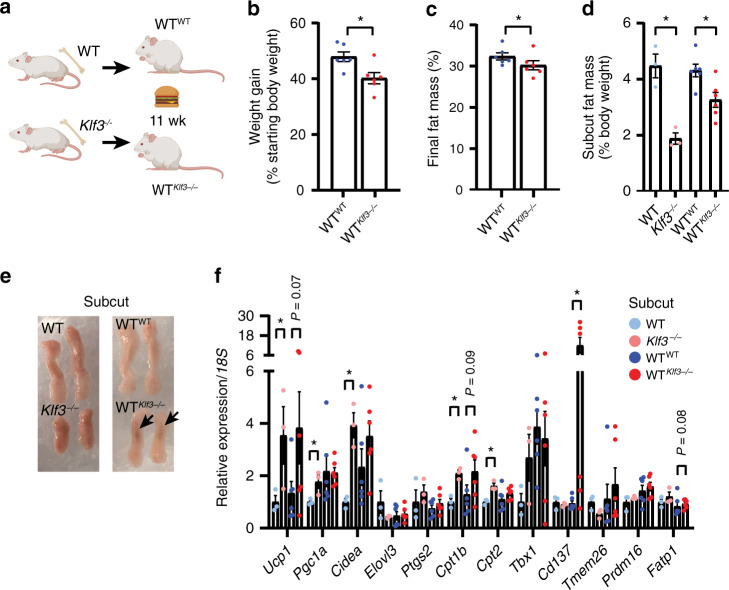
Reduced weight gain in WT mice transplanted with *Klf3*^*−/−*^ BM. **a** WT mice were irradiated and transplanted with bone marrow from WT (WT^WT^) or *Klf3*^*−/−*^ (WT^*Klf3−/−*^) donors then fed a high-fat, high-sugar (Western) diet for 11 weeks (wk) (cartoon created with BioRender.com). **b** Body weight was monitored throughout the Western diet study duration (weeks 2–13), and the total weight gained was calculated as a percentage of starting body weight at commencement of Western diet administration (*n* = 6 mice). **c** Fat mass composition (%) was assessed using EchoMRI after 11 weeks of Western diet (*n* = 6 mice). **d** Weights of subcut AT (relative to body weight) from WT, *Klf3*^*−/−*^ (*n* = 3), WT^WT^ and WT^*Klf3−/−*^ (*n* = 6) mice fed a Western diet for 11 weeks. **e** Representative macroscopic images of subcut AT pads from mice of each condition, showing size and complexion. Arrows point to sites of enriched brown appearance. **f** mRNA levels of thermogenic genes in the subcut AT of WT, *Klf3*^*−/−*^ (*n* = 3), WT^WT^ and WT^*Klf3−/−*^ (*n* = 6) mice were assessed by qPCR. Relative expression was normalised to levels of *18S* rRNA and the mean WT value set to 1 for each target. For **b**–**d** and **f**, error bars represent means ± SEM and one-sided non-parametric Mann–Whitney *U* tests were performed where *P < 0.05. Source data are provided as a Source data file. See also Supplementary Figs. 4, 5.

### AT-resident eosinophils are altered in the absence of KLF3

Given that transplantation with KLF3-deficient haematopoietic cells promoted resistance to obesity, we sought to identify the important cell types in this process. *KLF3* is expressed in multiple tissues and cell lineages, including various haematopoietic cells^34,35^, and the FANTOM5 SSTAR database that measures transcript levels indicates it is more abundant in human eosinophils than any other cell type^37^, consistent with its observed presence in murine eosinophils^38^ (Supplementary Fig. 6a). Given their proposed role in adiposity and thermogenesis^3–5,39–41^, we sought to assess the contribution of eosinophils in driving the thermogenic phenotype of *Klf3*^*−/−*^ mice. We first examined the abundance of eosinophils in subcut AT of WT and *Klf3*^*−/−*^ mice. SVF cells were collected and analysed by flow cytometry (according to the eosinophil gating strategy in Supplementary Fig. 7a). AT-resident eosinophils were 3-fold more prevalent in *Klf3*^*−/−*^ subcut AT (Fig. 4a). We also sorted eosinophils from whole subcut AT to determine the number of cells per gram and confirmed that eosinophil abundance is greater in *Klf3*^*−/−*^ subcut AT (Fig. 4b). mRNA levels of the gene encoding the eosinophil surface marker Siglec-F (*Siglecf*) were also 3-fold higher in *Klf3*^*−/−*^ subcut AT (Fig. 4c). It is noteworthy that while eosinophils are more than 2-fold more abundant in *Klf3*^*−/−*^ gonadal AT (Supplementary Fig. 7b), no differences in the number of lung or spleen eosinophils were detected (Supplementary Fig. 7c, d). Eosinophils were also found to be over 2-fold more prevalent in the subcut AT of WT^*Klf3−/−*^ chimeric mice than in WT^WT^ counterparts on a Western diet (Supplementary Fig. 7e, f). 

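Eosinophils were sorted from the SVF of subcut AT of 3 WT and 3 Klf3−/− male littermates that were 12 weeks old and housed at 22 °C. The gate kept live CD45+ CD11b+ F4/80+ Siglec-F+ cells with high side scatter. RNA was amplified with the Affymetrix 3′ IVT Pico Kit and hybridised to GeneChip HT MG-430PM arrays, 1 array per mouse. The authors processed the arrays in Partek Genomics Suite, and the legend of Fig. 4e names RMA normalisation. The deposited table holds 1 intensity per mouse for each of 45037 probe sets, on a linear scale. In WT mice 1 to 3 the array medians were 36.8, 56.5 and 30.3, and in Klf3−/− mice 1 to 3 they were 46.7, 58.7 and 35.4. On the log2 scale the median was 5.31 ± 0.46 (SD, n = 3 mice) in WT and 5.52 ± 0.37 (SD, n = 3 mice) in Klf3−/− (exact two-sided permutation test, p = 0.7, where 0.1 is the smallest p for this design). Within replicates 1 to 3 the Klf3−/− array exceeded the WT array by 0.34, 0.05 and 0.22 log2 units (exact paired p = 0.25, the smallest that 3 pairs allow). As the arrays were not on a common scale, values were converted to log2 and quantile-normalised between arrays. The genotypes were then compared with limma, and p-values were adjusted by the Benjamini-Hochberg method over all 45037 probe sets. The brightest probe set annotated to a single symbol stood for each of 17097 genes. Background was set at 5.10 log2 units, the 95th percentile of 44 probe sets for olfactory receptor genes, and 24912 probe sets (55.3%) lay above it. The number of arrays limits the precision of every comparison.
Of 17 measured eosinophil markers, 9 lay above the olfactory receptor level, Prg3 (5.20) and Ltc4s (5.13) narrowly. Siglecf, which encodes the sort marker Siglec-F, lay below the level at 4.58 ± 0.21 log2 units (SD, n = 3) in WT and 4.15 ± 0.11 (SD, n = 3) in Klf3−/−. Ccr3, the eotaxin receptor, read 3.31 ± 0.27 in WT and 3.92 ± 0.97 in Klf3−/− (SD, n = 3 each). Epx, Prg2 and Il5ra also lay below the level, with means over all arrays of 4.35, 3.31 and 3.99. Whether the markers above the level are specific to eosinophils was not tested, so their count does not show eosinophil RNA. The word eosinophils stands for the sorted samples wherever array values are given. The eosinophil markers as a list had a median log2 fold change of −0.11 and a mean of 0.10, and the set test camera, whose direction was downward, gave an adjusted p of 0.824. On the values as deposited the median was 0.05 and the direction was upward. Pira1, an activating receptor of the paired immunoglobulin-like family, had a log2 fold change of 2.07 and was the 1 marker that passed when adjusted over the list alone, and 0 passed over all probe sets. C1qa, a macrophage gene, read 12.05 ± 0.43 in WT and 12.19 ± 0.46 in Klf3−/− (SD, n = 3 each).

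**Figure D1:**
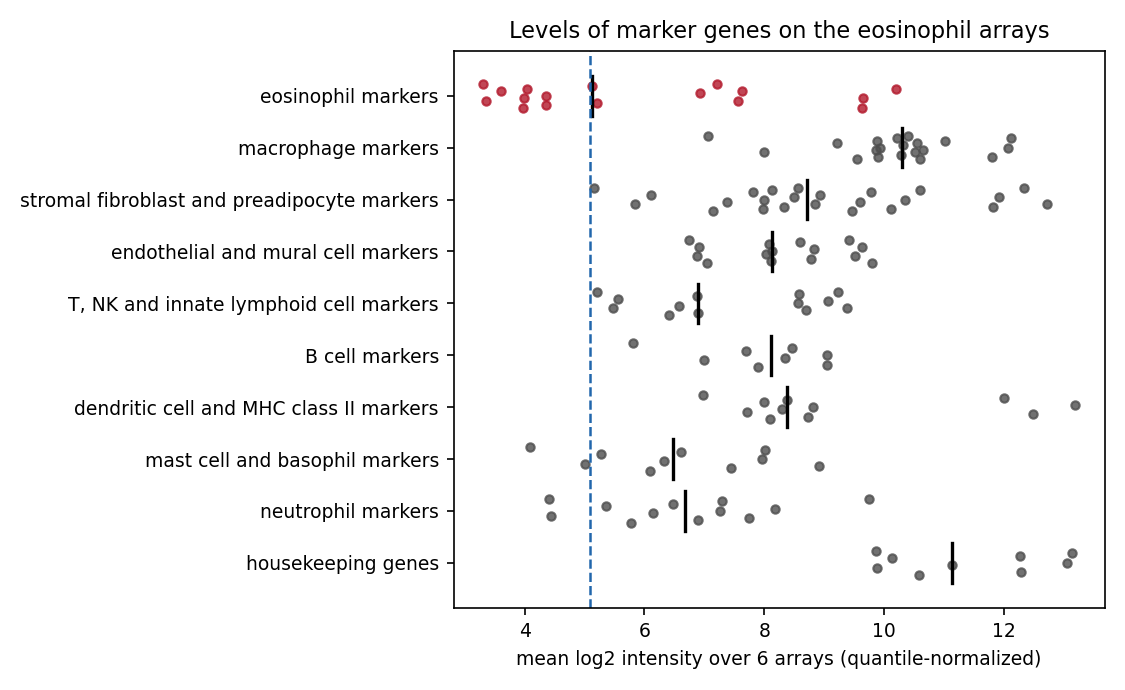
Mean log2 intensity over the 6 arrays of each measured gene of 10 marker lists. Points are genes (eosinophil markers in red), black bars are list medians and the dashed line is the olfactory receptor level of 5.10. The median eosinophil marker sits at 5.13. Intensities of different probe sets are not on one scale, so the lists' levels are not compared with each other.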

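Klf3 itself was read by 6 probe sets, of which 5 were higher and 1 was lower in all Klf3−/− arrays than in all WT arrays. After normalisation the 5 had log2 fold changes of 0.69, 0.96, 1.74, 2.41 and 2.83, and the other had −1.01. The brightest probe set, which had 0.69, gave deposited intensities of 377, 404 and 216 in WT mice 1 to 3. In Klf3−/− mice 1 to 3 it gave 514, 978 and 437. The probe set that ran the other way gave 360, 429 and 294 in WT mice and 178, 258 and 195 in Klf3−/− mice. Where these probe sets lie relative to the disrupted part of the gene is not given in the sources used here, so they leave the genotype unchecked.
Anxa8, which encodes an annexin, had the smallest adjusted p on the arrays, with 9.10 ± 0.36 log2 units in Klf3−/− eosinophils and 6.23 ± 0.21 in WT (SD, n = 3 each). Its log2 fold change was 2.87 (standard error 0.24, adjusted p = 0.124 from limma). The secreted proteins Igfbp6, Pcolce and Ecm1 had log2 fold changes of 1.88, 1.64 and 2.16, and the mitochondrial kinase Cmpk2, which lay below the olfactory receptor level in WT (4.09), had 2.17 (adjusted p = 0.20 each). On the lower side Itgax, which encodes CD11c, had a log2 fold change of −1.69 (adjusted p = 0.600) and Fndc7, which lay below the olfactory receptor level in Klf3−/− (4.74), had −1.52 (adjusted p = 0.518). Dapk2 had −1.41, E230029C05Rik had −1.60 and Fabp1, which lay below the olfactory receptor level in Klf3−/− (3.94), had −1.39 (adjusted p = 0.663 each). These were the 5 genes with the smallest p in each direction among those with no overlap between genotypes, and none of them passed.
For genes of extracellular matrix and remodelling, camera gave an adjusted p of 5.57e-17, and of 0.581 with an estimated correlation. Of the 30 measured members 28 were higher in Klf3−/−, with a median log2 fold change of 0.85. None of them passed over all probe sets in limma, 12 were higher and 0 lower at an unadjusted p under 0.05, and 9 passed when adjusted over the list alone, among them fibronectin (Fn1, 2.38), tenascin X (Tnxb, 1.46) and nidogen (Nid1, 1.09). For markers of stromal fibroblasts and preadipocytes, camera gave an adjusted p of 2.00e-11 with the preset, and of 0.581 with an estimated correlation of 0.55. Of the 24 measured markers 21 were higher, with the same median of 0.85. Of these markers 4 passed when adjusted over the list alone, namely Igfbp6, Dpt (1.86), Mfap5 (1.48) and Cd34 (1.34), with Col6a2 in place of Cd34 when the replicate number was added as a block. Of 11 markers of dendritic cells and MHC class II genes 10 were lower, with a median of −0.61 (camera adjusted p = 0.000252, and adjusted p = 0.601 with an estimated correlation of 0.42). The mean of this list per array had an exact permutation p of 0.1, the smallest for this design, as had that of the stromal list. Itgax and H2-Eb1 (−0.79) passed when adjusted over that list alone, and these were the 2 members at an unadjusted p under 0.05. With the replicate block 1 of them, Itgax, passed over that list alone.
Over all 45037 probe sets, 0 passed an adjusted p under 0.05 in limma or in an analysis of variance per probe set. At an unadjusted p under 0.05 limma gave 1398 higher and 1077 lower probe sets in Klf3−/− eosinophils, or 5.50% of those tested. With the replicate number added as a block it gave 1734 higher and 1478 lower, or 7.13%. Without the block, the values as deposited gave 1150 higher and 62 lower. The median log2 fold change over all probe sets was 0.13 as deposited and −0.03 after quantile normalisation. In 2020 probe sets every Klf3−/− array was above every WT array and in 2934 every Klf3−/− array was below, together 11.0% where chance gives 10% if all arrays are exchangeable. The 3 other splits of the arrays that part all replicate pairs gave 6.98% to 8.45%, a count added after the values were seen. Of 29 gene lists tested, 7 passed with the preset correlation of camera, 12 when the replicate number was added as a block and 0 with an estimated correlation.

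**Figure D2:**
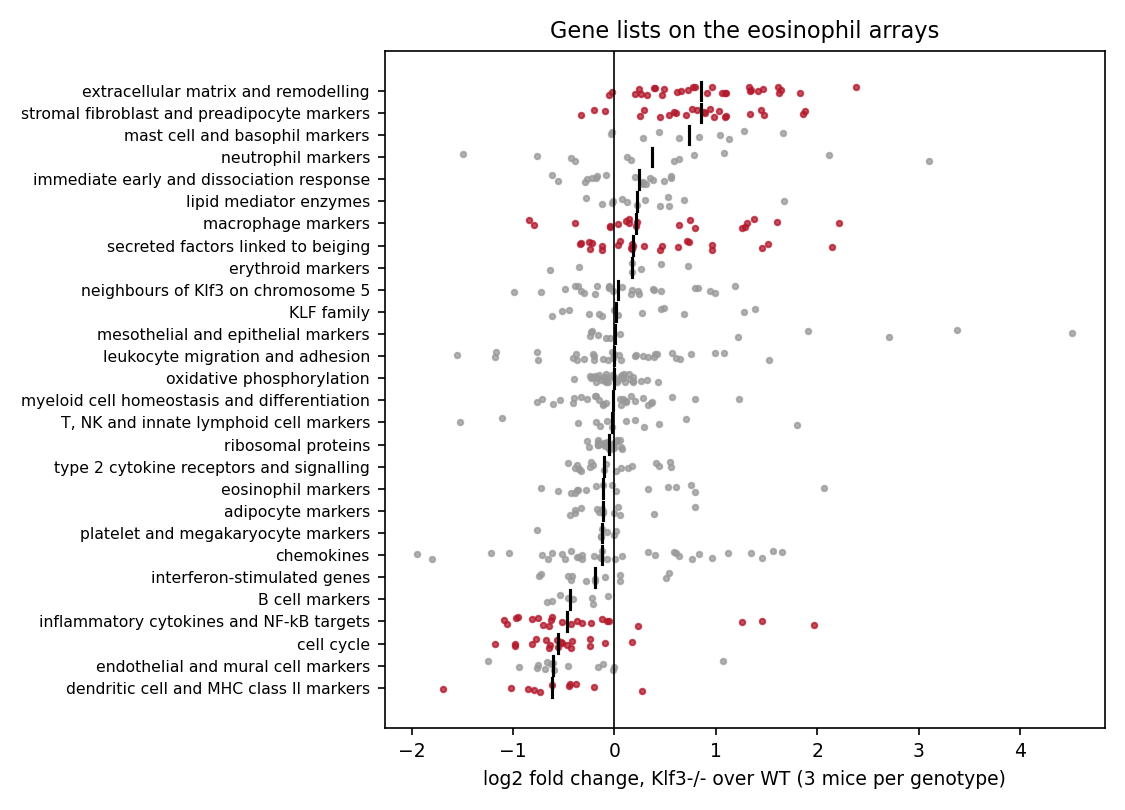
Log2 fold change of each measured member of 28 gene lists, Klf3−/− over WT. Points are genes, black bars are list medians, and red points belong to the 7 lists past an adjusted p under 0.05 by camera with its preset correlation, none of which passed with an estimated correlation. The extracellular matrix list and the stromal list both sit at a median of 0.85.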

We next compared the genome-wide expression profiles of eosinophils isolated from subcut SVF by FACS and observed broad deregulation of gene expression in the absence of KLF3 (Fig. 4d), resulting in changes to important cellular pathways including signalling, localisation, response to stimulus and immune system processes (Supplementary Fig. 6b). 

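Genes of leukocyte migration and adhesion, written down as a list before the data were examined, went both ways in Klf3−/− eosinophils. The chemokine receptor Cx3cr1 read 8.68 ± 0.61 log2 units in WT and 7.13 ± 0.56 in Klf3−/− (SD, n = 3 each), a log2 fold change of −1.55 (standard error 0.39, adjusted p = 0.781). The adhesion molecule Icam1 had a log2 fold change of −0.75 (adjusted p = 0.817), the integrin subunit Itgb7 had 0.56 and the chemokine receptor Ccr1, which lay below the olfactory receptor level in WT (4.89), had 1.52 (adjusted p = 0.868 each). Of 33 measured members 16 were higher and 17 lower. In 3 members the Klf3−/− arrays lay above all WT arrays and in 3 below, and chance gives 10% of genes if all arrays are exchangeable. The list had a median log2 fold change of −0.0038 (0.19 as deposited) and a mean of 0.03. Its direction in camera was upward, and its adjusted p was 0.769. No member passed in limma over all probe sets, 0 passed when adjusted over the list alone, and 2 were higher and 2 lower at an unadjusted p under 0.05.
Genes of myeloid cell homeostasis and differentiation split evenly, 14 of 28 being higher and 14 lower. Cebpd, a C/EBP transcription factor, read 9.33 ± 0.19 in Klf3−/− and 8.10 ± 0.09 in WT (SD, n = 3 each), a log2 fold change of 1.23 (adjusted p = 0.600). It was the 1 member that passed when adjusted over the list alone. The transcription factors Cebpa, Irf8 and Runx1 had log2 fold changes of −0.76, −0.71 and 0.57 (adjusted p = 0.868, 0.910 and 0.910). The list's median of −0.01 and mean of −0.0033 were negative while camera's direction was upward, with an adjusted p of 0.824. On the values as deposited the median was 0.16 and camera's direction was downward (adjusted p = 0.930). These lists are not GO terms, and GO enrichment was not analysed here.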

Further breakdown of the deregulated immune system processes in *Klf3*^*−/−*^ eosinophils revealed striking enrichment of various biological pathways such as leukocyte migration and myeloid cell homeostasis (Supplementary Fig. 6c). To explore the transcriptional network further we interrogated the transcriptional activator *Klf1*, which operates in a regulatory system with *Klf3* in erythroid cells^32,42^. 

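Klf1, the erythroid KLF, read 4.86 ± 0.19 log2 units in WT eosinophils and 4.73 ± 0.33 in Klf3−/− eosinophils (SD, n = 3 each), below the level of the olfactory receptor probe sets in both genotypes. As deposited, its intensities averaged 27.6 ± 6.07 in WT and 28.1 ± 1.13 in Klf3−/− (SD, n = 3 each). The log2 fold change was −0.13 (standard error 0.23, adjusted p = 0.972) and turned to 0.05 on the values as deposited and without Klf3−/− replicate 2. The exact two-sided permutation test gave p = 0.6. Of 7 measured erythroid markers 5 were higher and 2 lower, with a median log2 fold change of 0.18 (camera adjusted p = 0.746), and 0 passed when adjusted over the list alone.
Klf10 read 9.77 ± 0.17 in Klf3−/− and 8.49 ± 0.44 in WT, and Klf12 read 6.89 ± 0.24 and 5.50 ± 0.40 (SD, n = 3 each). Their log2 fold changes were 1.28 and 1.39 (adjusted p = 0.663 each), and both passed when adjusted over the list alone. Klf15, with a log2 fold change of −0.61, was lower in every Klf3−/− array than in any WT array after normalisation (adjusted p = 0.868). Over 14 measured KLF genes the median log2 fold change was 0.02 (camera adjusted p = 0.323), and 0 passed over all probe sets, with 3 higher and 1 lower at an unadjusted p under 0.05. The mixed test of the set method fry, which takes both directions together, gave this list, Klf3 included, an adjusted p of 0.0484.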

*Klf1* was very lowly expressed in AT eosinophils and showed no difference between WT and *Klf3*^*−/−*^ (Supplementary Fig. 6d, e), with no expression detected in whole AT or SVF (Supplementary Fig. 6f), suggesting that KLF1 does not play an important opposing role to KLF3 in AT eosinophils. 

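Metrnl, Penk and Il33, which encode the secreted factors meteorin-like, proenkephalin and IL-33, were higher in each of the 3 Klf3−/− arrays than in any WT array after normalisation. Il33 had the largest difference of these, 8.24 ± 0.55 log2 units in Klf3−/− and 6.10 ± 0.59 in WT (SD, n = 3 each), a fold of 4.41. Its log2 fold change was 2.14 (standard error 0.38, adjusted p = 0.663). Penk read 9.03 ± 0.79 in Klf3−/− and 7.51 ± 0.60 in WT (SD, n = 3 each), a log2 fold change of 1.52 (standard error 0.46, adjusted p = 0.862), which was 1.07 without Klf3−/− replicate 2. Metrnl read 8.91 ± 0.11 in Klf3−/− and 7.95 ± 0.11 in WT (SD, n = 3 each), a log2 fold change of 0.96 (standard error 0.17, adjusted p = 0.663). As deposited, the Penk intensities were 141, 181 and 175 in WT mice and 480, 1512 and 247 in Klf3−/− mice. Those of Il33 were 45.8, 74.2 and 70.9 in WT mice and 299, 342 and 335 in Klf3−/− mice. Those of Metrnl were 200, 360 and 165 in WT mice and 556, 702 and 355 in Klf3−/− mice, where the lowest Klf3−/− value lay under the highest WT value. The exact one-sided Mann-Whitney test gave p = 0.05 for each gene after normalisation, the smallest p that 3 mice against 3 allow, and p = 0.1 for Metrnl as deposited.
Of the secreted factors linked to beiging 17 of 24 were higher, with a median log2 fold change of 0.18 (camera adjusted p = 0.00242, and adjusted p = 0.581 with an estimated correlation). None passed in limma over all probe sets, and Metrnl, Il33 and Il6 (log2 fold change 1.45) passed when adjusted over the list alone, 4 members being higher and 0 lower at an unadjusted p under 0.05. The study had picked Metrnl, Penk and Il33 on the same mice, so neither this count nor the test of the list is independent evidence. Without these 3 genes, an alternative chosen after the data were seen, 14 of 21 were higher and the list did not pass (adjusted p = 0.0970, and 0.804 with an estimated correlation). Stromal markers were higher in the same arrays, Dcn reading 12.68 ± 0.42 in Klf3−/− and 11.97 ± 0.38 in WT (SD, n = 3 each), with overlap between genotypes.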

Inspection of the most significantly deregulated genes in KLF3-deficient adipose eosinophils revealed three genes encoding proteins with reported roles in beige AT activation—meteorin-like (*Metrnl*)^5^, met-enkephalin (*Penk*)^14,16,43^ and IL-33 (*Il33*)^14,15^ (Fig. 4e). We have previously reported that levels of galectin-3, a proposed eosinophil chemoattractant^44,45^, are elevated in *Klf3*^*−/−*^ AT^29^. Here we found that the eosinophil chemoattractants eotaxin-1 and -2 (*Ccl11* and *Ccl24*) were upregulated in KLF3-deficient AT eosinophils (Fig. 4f), providing a possible explanation for the increased eosinophil abundance in *Klf3*^*−/−*^ AT. 

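Ccl11 (eotaxin-1) read 7.15 ± 0.85 log2 units in Klf3−/− eosinophils and 6.03 ± 0.24 in WT (SD, n = 3 each), a log2 fold change of 1.12 (standard error 0.42, adjusted p = 0.868), which was 0.69 without Klf3−/− replicate 2. Ccl24 (eotaxin-2) read 8.54 ± 1.42 in Klf3−/− and 7.71 ± 0.27 in WT (SD, n = 3 each), a log2 fold change of 0.83 (standard error 0.64, adjusted p = 0.949). That value was 0.13 without Klf3−/− replicate 3 and 1.56 without Klf3−/− replicate 1. As deposited, the Ccl11 intensities were 54.7, 75.2 and 51.6 in WT mice and 158, 397 and 61.7 in Klf3−/− mice, so Klf3−/− mouse 3 lay within the WT range. Those of Ccl24 were 210, 249 and 136 in WT mice and 151, 604 and 730 in Klf3−/− mice, so Klf3−/− mouse 1 lay within the WT range. The exact one-sided Mann-Whitney test gave p = 0.05 for Ccl11 and p = 0.35 for Ccl24 after normalisation, and p = 0.1 and p = 0.2 as deposited. The normalised Ccl11 values of Klf3−/− mouse 3 and WT mouse 3 were both 6.29. Lgals3, which encodes galectin-3, had a log2 fold change of 0.29, and C1qtnf12, the other reported KLF3 target measured, had 0.25 (adjusted p = 0.958 and 0.949). The genotypes overlapped in both genes after normalisation, while as deposited Lgals3 was higher in every Klf3−/− array than in any WT array. Their list was too short for a set test.
The chemokine list, Ccl11 and Ccl24 included, went both ways, 15 of 34 being higher and 19 lower. Its median log2 fold change was −0.13 (0.06 as deposited) and its mean 0.03 (camera downward, adjusted p = 0.778). By the mixed test of fry, which takes both directions together, its adjusted p was 0.0484. Cxcl9 (−1.80) and Ccl19 (−1.04) passed when adjusted over the list alone (with the replicate block 1, Cxcl9) and 0 passed in limma over all probe sets (3 higher, Ccl11 among them, and 4 lower at an unadjusted p under 0.05), while Cxcl10 (−1.22) and Ccl6 (1.46) did not pass either. Of 20 macrophage markers 15 were higher alongside Ccl24, with a median of 0.22 (camera adjusted p = 0.00884, and adjusted p = 0.804 with an estimated correlation of 0.56). The mean of this list per array had an exact permutation p of 0.4. That list did not pass without WT replicate 2 (adjusted p = 0.609) or without Klf3−/− replicate 3 (adjusted p = 0.400). Its member Lyve1 read 442, 2237 and 2792 as deposited in Klf3−/− mice 1 to 3. Stromal markers were higher alongside Ccl11, Dpt reading 10.39 ± 0.75 in Klf3−/− and 8.53 ± 0.59 in WT (SD, n = 3 each). From the higher Ccl11 and Ccl24 levels, the paper proposes an explanation for the greater number of eosinophils in Klf3−/− AT.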

Given that eosinophil abundance is elevated in *Klf3*^*−/−*^ AT, we sought to quantify other immune cells in the stromal vascular compartment. We did not observe changes to macrophage abundance (M1 or M2), dendritic cells, CD19^+^ B cells or CD3^+^ T cells (Fig. 4g, h and Supplementary Fig. 8a–e). T regulatory lymphocytes (Tregs) were more abundant in KLF3-deficient subcut AT (Fig. 4i and Supplementary Fig. 8a)—unsurprising given the elevated expression of IL-33^46–49^. While no significant differences to the overall lineage^−^ CD127^+^ CD25^+^ group 2 innate lymphoid cell (ILC2) population were observed, we did detect a significant deficit of ILC2s expressing the IL-33 receptor (ST2) in *Klf3*^*−/−*^ subcut AT (Fig. 4j and Supplementary Fig. 8a, f, g). To assess whether changes in the AT immune profile affected cytokine signalling, we measured expression of various inflammatory and anti-inflammatory genes in the SVF of WT and *Klf3*^*−/−*^ subcut AT. Expression of the classical inflammatory marker *Tnf* (encoding the pro-inflammatory molecule TNF-α) was reduced in the absence of KLF3, while the M2 macrophage marker *Arg1* was increased (Supplementary Fig. 7g). Unexpectedly, we detected increased expression of *Ifng* (encoding the inflammatory cytokine interferon-γ) in *Klf3*^*−/−*^, which has been shown to block themogenesis^50^. On the other hand, levels of *Il10* were reduced in the absence of KLF3, in line with recent findings that IL-10 blockade protects against diet-induced obesity and elicits browning of AT^51^. Together these findings demonstrate that resident eosinophils are more abundant in *Klf3*^*−/−*^ AT and that these cells exhibit widespread deregulated gene expression, including higher levels of genes implicated in beige AT activation. These changes are accompanied by modifications to the immune and cytokine landscape of subcut AT.

**Fig. 4:**
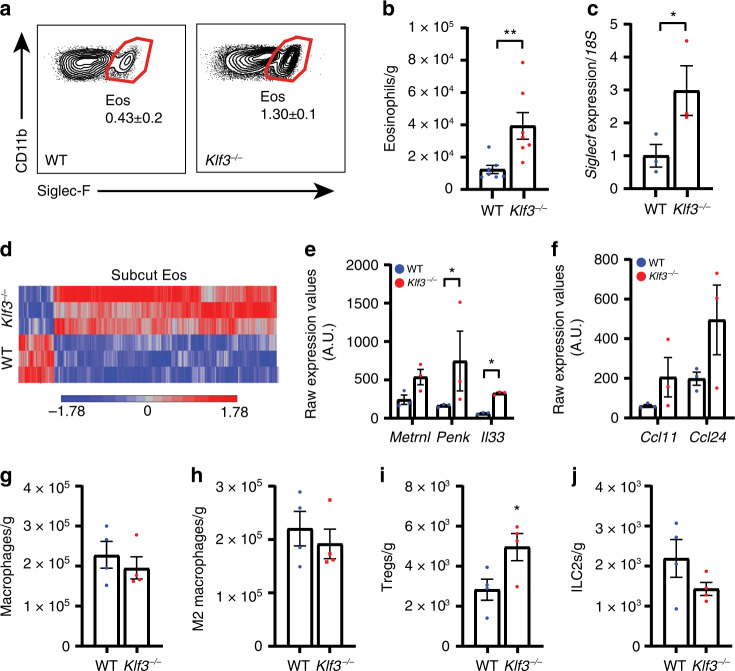
AT-resident eosinophils are altered in the absence of KLF3. **a** Flow cytometry was used to analyse the abundance of Siglec-F^+^ eosinophils in the SVF of WT and *Klf3*^*−/−*^ subcut AT. Representative plots of Siglec-F^+^ eosinophils as a percentage of live cells are shown accompanied by the means ± SEM of *n* = 3 mice per genotype. **b** The total number of eosinophils per gram of subcut AT was calculated by sorting the entire SVF from WT and *Klf3*^*−/−*^ mice (*n* = 7 mice). **c** mRNA levels of the murine eosinophil surface marker *Siglecf* were assessed by qPCR (*n* = 3 mice). Relative expression was normalised to levels of *18S* rRNA. **d** Eosinophils isolated from the subcut SVF of WT and *Klf3*^*−/−*^ mice by FACS were subjected to RNA extraction for microarray analysis, available at GEO (Accession No. GSE117445) (*n* = 3 mice). A heatmap was constructed showing significantly deregulated genes (*P* < 0.05, two-way ANOVA using false discovery rate, FDR, to correct for multiple comparisons). **e** Three genes with reported roles in beige fat activation and AT homeostasis were identified as significantly upregulated in *Klf3*^*−/−*^ AT eosinophils and their raw expression values were calculated by robust multi-array average (RMA) normalisation, with error bars representative of the means ± SEM of *n* = 3 mice per genotype. **f** Raw expression values for eotaxins *Ccl11* and *Ccl24* were also calculated in WT and *Klf3*^*−/−*^ subcut AT eosinophils (*n* = 3 mice). Abundance of **g** macrophages (live CD45^+^CD11b^+^CD64^+^ cells^)^ and **h** M2 macrophages (live CD45^+^CD11b^+^CD64^+^CD206^+^CD11c^−^ cells) in the SVF of WT and *Klf3*^*−/−*^ subcut AT was determined by flow cytometry and normalised to tissue weight (*n* = 4 mice). Abundance of **i** Tregs (live CD45^+^CD19^-^CD3^+^CD4^+^CD25^+^ cells) and **j** ILC2s (CD45^+^Lin^−^ CD127^+^CD25^+^ cells) were also determined by flow cytometry and normalized to tissue weight (*n* = 4 mice). For **b**, **c** and **e**–**j** error bars represent means ± SEM and one-sided non-parametric Mann–Whitney *U* tests were performed where *P < 0.05, **P < 0.01. Source data are provided as a Source data file. Eos, eosinophils; Tregs, regulatory T cells; ILC2s, group 2 innate lymphoid cells; A.U., arbitrary units. See also Supplementary Figs. 6–8.

### KLF3 directly regulates AT eosinophil gene expression

Our finding that AT eosinophils lacking KLF3 express higher levels of *Metrnl*, *Penk* and *Il33* led us to examine these genes more closely. Using qPCR analysis, we measured higher expression of *Metrnl* and *Il33* in subcut SVF from *Klf3*^*−/−*^ compared to WT mice (Fig. 5a). Likewise, we found that levels *Metrnl* and *Il33* were higher in WT^*Klf3−/−*^ subcut SVF than in WT^WT^ (Fig. 5b). Interestingly, *Penk* expression was only elevated in subcut SVF from *Klf3*^*−/−*^ mice fed a Western diet, with no differences seen in whole subcut AT or SVF from transplanted mice or from mice fed a chow diet (Fig. 5a, b and Supplementary Fig. 8a, b). To assess levels of secreted meteorin-like and IL-33 in AT, we quantified their concentration in supernatant from AT explants cultured for 2 h, using ELISA. We found that both meteorin-like and IL-33 were more highly concentrated in *Klf3*^*−/−*^ AT supernatant, suggesting greater secretion of these proteins (Fig. 5c, d). However, when we measured meteorin-like and IL-33 in peripheral blood plasma we found no difference (Supplementary Fig. 8c, d), which may suggest that these proteins are elevated locally and have a paracrine effect confined to the AT microenvironment. To determine whether AT eosinophils are able to directly drive beiging of adipocytes, we performed co-culture experiments. FACS-sorted eosinophils from WT and *Klf3*^*−/−*^ subcut SVF were co-cultured with mature primary adipocytes for 4 h, and the expression of thermogenic genes measured by qPCR (Fig. 5e). We observed modest but significant increases in the expression of several thermogenic genes in adipocytes co-cultured with WT eosinophils compared to media alone. Additionally, several genes, including *Ucp1*, *Ptgs2* and *Cpt2*, were more highly expressed in adipocytes co-cultured with *Klf3*^*−/−*^ AT eosinophils than WT eosinophils. Together these results suggest that AT eosinophils alone are able to drive beiging of adipocytes, at least in vitro, and that KLF3 may directly regulate gene expression in eosinophils. Given that in the absence of the transcriptional repressor KLF3, *Metrnl* and *Il33* are upregulated and secreted in higher abundance within AT, we sought to determine whether KLF3 directly binds and regulates these genes. Inspection of ChIP-Seq data from mouse embryonic fibroblasts (Accession No. GSE44748)^52^ showed distinct KLF3 binding at the *Metrnl* promoter region, but little enrichment at *Penk* or *Il33* (Fig. 5f). To assess whether KLF3 binds these genes in a relevant cellular setting we performed ChIP in WT and *KLF3*^*−/−*^ EoL-1 cells, a human eosinophilic cell line that highly expresses *KLF3* (Supplementary Fig. 8e). *KLF3*^*−/−*^ cells were generated by CRISPR/Cas9 non-homologous end joining following the introduction of a sgRNA targeting exon 3 of *KLF3* (Fig. 5g). After undertaking immunoprecipitations with an anti-KLF3 antibody or normal goat IgG, we performed qPCR using primers designed to amplify the promoter regions of *METRNL*, *PENK* and *IL33*, and to positive control regions based on known ChIP-Seq peaks (*SP1*, *METRNL* −4.6 kb*, IL33* −24.5 kb) and a negative control locus (*VEGFA*). We found KLF3 binding was evident at the *METRNL* and *IL33* promoters compared to the negative control region *VEGFA*, and that signals in *KLF3*^*−/−*^ samples were negligible, confirming the specificity of the anti-KLF3 immunoprecipitation (Fig. 5h). This indicates that KLF3 directly binds and regulates the expression of the genes encoding important secreted molecules in adipose-resident eosinophils.

**Fig. 5:**
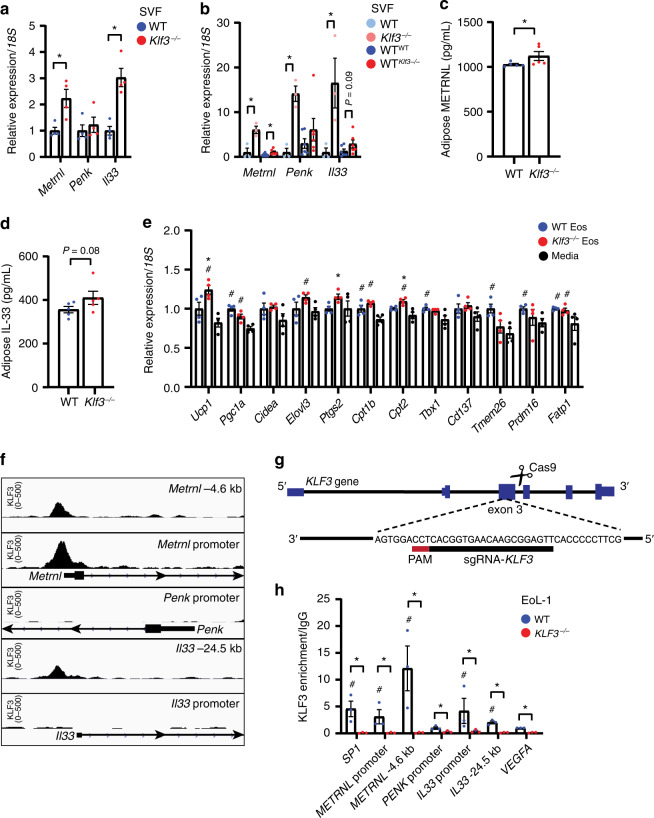
KLF3 directly regulates AT eosinophil gene expression. **a** *Metrnl*, *Penk* and *Il33* mRNA levels in subcut SVF from **a** WT and *Klf3*^*−/−*^ mice (*n* = 4 mice) and **b** WT, *Klf3*^*−/−*^ (*n* = 3), WT^WT^ and WT^*Klf3−/−*^ (*n* = 6) mice. Relative expression was normalised to *18S* rRNA and WT values set to 1 for each gene. Levels of secreted **c** meteorin-like and **d** IL-33 were measured in supernatants of WT and *Klf3*^*−/−*^ AT explants by ELISA (*n* = 5 mice). **e** Expression of thermogenic genes in differentiated preadipocytes co-cultured for 4 h with WT or *Klf3*^*−/−*^ eosinophils (or media alone) was measured by qPCR (*n* = 4 biological replicates). Relative expression was normalised to *18S* and WT eosinophil-treated values set to 1. **f** Tracks at the promoter and upstream regions of *Metrnl*, *Penk* and *Il33* were obtained from a KLF3-V5 ChIP-Seq in murine embryonic fibroblasts (GEO Accession No. GSE44748) to assess in vivo KLF3 binding. Scale is shown on the left (KLF3 0-500) and regions are denoted in the top right corner. **g** CRISPR/Cas9 strategy used to delete *KLF3* in EoL-1 cells. **h** ChIP-qPCR was performed in WT and *KLF3*^*−/−*^ human EoL-1 cells to assess direct binding of KLF3 to *Metrnl*, *Penk* and *Il33* (*n* = 3 independent experiments). KLF3 enrichment is normalised to input (non-immunoprecipitated DNA) and a goat IgG control, with human *SP1* and *VEGFA* included as positive and negative control loci respectively. *KLF3*^*−/−*^ EoL-1 cells were used to confirm the affinity of the anti-KLF3 antibody to KLF3 antigen, with no enrichment expected in these cells. For **a**–**d** one-sided non-parametric Mann–Whitney *U* tests were performed where *P < 0.05. For **e** one-sid**e**d non-parametric Mann–Whitney *U* tests were performed where *P < 0.05 between WT and *Klf3*^*−/−*^ eosinophil co-culture, and ^#^*P* < 0.05 between WT or *Klf3*^*−/−*^ eosinophil co-culture and media alone treatment. For **h** one-sided non-parametric Mann–Whitney *U* tests were performed where *P < 0.05 between WT and *KLF3*^*−/−*^ for each region and #*P* < 0.05 relative to the WT *VEGFA* negative control. For **a**–**e** and **g**, **h**, error bars represent means ± SEM. Source data are provided as a Source data file. Eos, eosinophils; kb, kilobase pairs; PAM, protospacer adjacent motif. See also Supplementary Fig. 9.

## Discussion

Type 2 immune cells are now recognised as key players in AT homeostasis and beiging. Much attention has been given to the contribution of macrophages^4,8,53,54^, however recent findings suggest that AT macrophages may not perform their previously-defined direct contribution to adaptive thermogenesis via catecholamine production^9–11^. This realisation provides us with an opportunity to re-evaluate the current model of type 2 immunity in adiposity and beiging by defining previously unknown or under-appreciated immune cells and the mechanisms underpinning their contribution to AT homeostasis. A recent study found that AT immune cells secrete acetylcholine that elicits beiging, highlighting the importance of haematopoietic cells in AT homeostasis^55^. Interestingly though, acetylcholine-producing cells were predominantly B cells, T cells and macrophages, leaving the contribution of other lineages, such as eosinophils, unresolved. In this study, using a combination of in vitro approaches, transgenic mice and BM transplantation models, we have shown that the transcriptional repressor KLF3 directly regulates genes encoding secreted factors in AT eosinophils. Our findings from co-culture experiments suggest that eosinophils may be able to directly drive activation of beiging in adipocytes through paracrine signalling. This highlights the importance of eosinophils in our model of type 2 immunity in AT beiging and suggests that eosinophils may be able to activate beige fat in an organismal setting, providing protection from obesity. Future work will seek to further characterise the in vivo contribution of eosinophils to adipose homeostasis and thermogenesis, and to understand the relevance of these cells in human setting.

BM transplantation studies have been utilised to explore the contribution of haematopoietic cells in adiposity and beiging, including the metabolic response to caloric restriction^56^ and hypermetabolism following burn injury^57^. We cannot exclude the influence of other haematopoietic cells to the reduced weight gain and improved metabolic parameters in WT^*Klf3−/−*^ mice, and while this work explores the contribution of eosinophils, considerable effort in the field is currently being directed towards understanding the diverse roles of various immune cell populations in beiging. Although eosinophil infiltration has been implicated in beiging^3,40^, it is also apparent that artificially increasing their abundance by administration of IL-5 does not appear to significantly improve major metabolic parameters in diet-induced obese mice^7^. The authors proposed that eosinophil activity may be more important than total numbers in AT. Significantly, as well as observing increased eosinophil abundance in *Klf3*^*−/−*^ AT, we found considerable deregulation of biological pathways in these cells and upregulation of genes encoding key secreted factors that activate beige AT. Meteorin-like is secreted by exercised muscle and induced in AT following cold exposure^5^, however, a comprehensive understanding of the AT-specific source has remained elusive. Recent studies have reported adipose stromal cells as the primary source of IL-33, with only a small contribution potentially originating from hematopoietic cells^48,49^. Here we provide evidence that eosinophils may contribute a portion of local adipose IL-33, as well as meteorin-like. While the absence of *Penk* deregulation in chow-fed *Klf3*^*−/−*^ mice and lack of evidence for direct binding by chromatin immunoprecipitation led us to emphasize other putative target genes, we cannot rule out a direct role for KLF3 in the regulation of *Penk*, or a role for Met-Enk in contributing to the phenotype observed—potentially in other cell types.

Overall, our findings demonstrate a mechanism by which type 2 immune cells may influence beiging and adiposity—via KLF3-driven regulation of important eosinophil-derived factors that we term ‘eosinokines’^40^, as shown in our proposed model (Fig. 6). Our results not only suggest that eosinophils may play an under-appreciated role as signalling cells in metabolism, but also reveal that KLF3 is a key regulator of secreted molecules in eosinophils. Multiple KLF family members have been implicated in the control of metabolism^58–62^ but few clear unifying models of action have emerged. KLF3, for instance, does not appear to regulate meteorin-like or IL-33 in other cell types, and indeed its role in eosinophils has previously been unrecognised. Targeting molecules secreted by immune cells and their receptors may have the potential to therapeutically drive energy expenditure via AT beiging to combat obesity. Our findings advance the search for secreted factors produced by eosinophils and other resident haematopoietic cells, and support the hypothesis that eosinophils and their secreted ‘eosinokines’ are relevant to the type 2 immune network in AT.

**Fig. 6:**
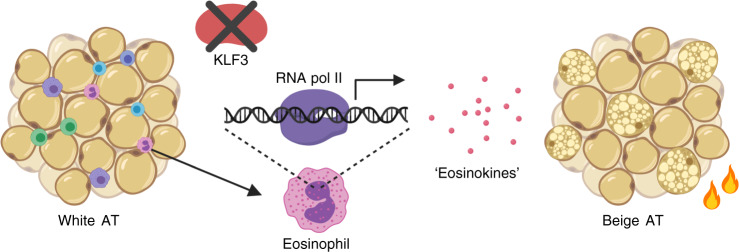
KLF3 regulation of eosinophil gene expression and function in adipose tissue. Proposed model by which KLF3 may regulate the expression of eosinophil-derived factors in the conversion from white to beige AT.

## Methods

### Animal husbandry

All animal work was carried out in accordance with approval from the UNSW Animal Care and Ethics Committee (Approval Nos. 12/150A, 16/5B and 16/141B), the Murdoch Children’s Research Institute Animal Ethics Committee (Approval No. A760) and the University of Sydney Animal Care and Ethics Committee (Approval No. L02/7-2009/3/5054). Animals were housed in a specific pathogen-free environment at a constant ambient temperature of 22 °C and 50% humidity on a 12 h light–dark cycle, with *ad libitum* access to standard chow food and water, unless otherwise specified. Generation of global *Klf3*^*−/−*^ mice on an FVB/NJ background has been previously reported^13^. Age-matched WT and *Klf3*^*−/−*^ male littermates derived from *Klf3*^*+/*−^ × *Klf3*^*+/*−^ crosses were used for all animal studies. Male mice were housed in cages containing bedding, nesting material and enrichment with up to five individual animals, except for cold and thermoneutral experiments which were undertaken in empty cages containing singly housed mice.

### Acute thermoneutral and cold temperature exposure

For acute temperature exposure experiments, WT and *Klf3*^*−/−*^ mice aged between 12 and 14 weeks were assessed at 30 °C or 4 °C for 5 h. Mice housed at thermoneutrality (30 °C) were acclimatised at this temperature for 20 h prior to commencement of experiments. Food, water and bedding were removed from cold-exposed mice during the 5 h period. Body temperatures were obtained by rectal probe (BAT-12 microprobe thermometer) over a 5 h period between the times of 0800 h and 1400 h. Temperatures were measured at 0, 30, 60, 90, 120, 180, 240 and 300 min. Body weights were recorded before and after the 5 h temperature measurement period. At the conclusion of the 5 h assessment, all mice were euthanised and tissues and blood were collected for further analysis.

### Bone marrow transplantation studies

WT mice aged 7 weeks old were irradiated using an X-RAD 320 with two doses of 500 cGy, 6 h apart. The following day, 7-week old WT and *Klf3*^*−/−*^ donor mice were euthanised and femora and tibiae harvested. BM cells were flushed with sterile RPMI medium and red blood cells lysed using distilled and deionised water. Cells were resuspended in phosphate-buffered saline (PBS) and adjusted to 5 × 10^7^/mL. Recipient mice were warmed using infrared heat lamps then 1 × 10^6^ cells were injected into the tail vein. Transplantation recipients were administered with antibiotics containing 200 mg/L sulfamethoxazole and 40 mg/L trimethoprim via drinking water for 2 weeks. Following this, recipient mice and a control cohort of WT and *Klf3*^*−/−*^ mice were transferred to a high-fat, high-sugar Western diet for 11 weeks (Supplementary Table 1). Mice were weighed and assessed for body mass composition using an EchoMRI before and throughout the study, and at the conclusion tissues and blood were collected for further analyses. Genotyping of tail biopsies and BM was performed to confirm reconstitution of WT or *Klf3*^*−/−*^ cells in the BM of chimeric mice. Genotyping primers can be found in Supplementary Table 2, and gel images were analysed using Bio-Rad Image Lab software v6.0.1.

### Blood and plasma analysis

Peripheral blood was collected by cardiac bleed using 50 U/mL heparin sulphate as an anti-coagulant, and stored in K2EDTA collection tubes. Whole blood was sent for biochemical analysis of triglycerides and total cholesterol at the University of Sydney Veterinary Pathology Diagnostic Services. Plasma was isolated by centrifugation (2000 × *g* for 15 min) of whole blood and stored for further analysis.

### Mouse tissue processing

AT was harvested from the posterior subcutaneous white AT depot (composed of dorsolumbar, inguinal and gluteal portions), gonadal white AT depot and the interscapular brown AT depot. To obtain the AT stromal vascular fraction (SVF), depots were minced then digested using 1 mg/mL type II collagenase and cells were passed through a 40 μm sieve to remove undigested particles. The same digestion procedure was applied for lung tissue with the addition of 1 μg/mL DNaseI. Spleens were homogenised in cold PBS. Centrifugation at 500 × *g* for 10 min was then performed to separate the SVF pellet from floating adipocytes, for downstream usage. AT explants were performed^25^, with supernatants harvested after 2 h of culture before being frozen and stored for further analysis.

### Adipose H&E staining

Sections of subcut AT were mounted and stained with haematoxylin and eosin according to routine protocols. H&E sections were imaged on an Aperio XT Slide Scanner and processing was undertaken using Aperio ImageScope software.

### Liver biochemical assays

Liver was snap-frozen in liquid nitrogen and stored at −80 °C until lipid extraction. Lipids were extracted from powdered tissue using a modified Folch method^63^. The lipid extract was dried under a steady-stream of nitrogen. Extracts were resuspended in 0.4 mL 95% ethanol and heated to 37 °C prior to lipid assays. Colorimetric assays were used to measure triglycerides (Point Scientific) and cholesterol (Thermo Fisher). All assays were conducted according to the manufacturer’s protocols and results were normalised to liver weight.

### Cell culture

All cell lines were incubated in a 37 °C 5% CO_2_ water-jacketed incubator. COS-7 cells were a gift from Stuart Orkin (Harvard), and were cultured in DMEM supplemented with 10% foetal bovine serum (FBS) and 1% penicillin–streptomycin–glutamine (PSG). During passaging, adherent cells were lifted after a 5 min incubation at 37 °C with 2 mM PBS-EDTA. EoL-1 cells were grown in RPMI 1640 supplemented with 10% FBS and 1% PSG. The EoL-1 cell line was supplied by the European Collection of Cell Cultures (ECACC; Salisbury, United Kingdom) as catalogue number 94042252, and purchased from Sigma Aldrich. The cell line has been reported before^64^.

### Genome editing

For CRISPR-Cas9 genome editing, a plasmid encoding both the Cas9 protein and the sgRNA was used to delete *KLF3* in EoL-1 cells via double-strand breakage and non-homologous end joining. pSpCas9(BB)-2A-GFP (PX458) was a gift from Feng Zhang (Addgene plasmid 48138)^65^. We designed sgRNA sequences using the Optimized CRISPR-Cas9 design v1 online tool provided by the Zhang laboratory from the Massachusetts Institute of Technology. EoL-1 cells were transfected by nucleofection using a Neon Transfection System (Life Technologies). Cells (5 × 10^5^) were resuspended in nucleofection buffer R (Neon Transfection Kit) and given one pulse of 1350 V for 30 ms. Cells were then cultured for 72 h in RPMI 1640 with 10% FBS but lacking antibiotics. Transfected cells were enriched by FACS, and clonal populations were established by sorting single cells into 96-well culture plates. To screen clones for the desired *KLF3* disruption, PCR was carried out on genomic DNA using Q5 polymerase (New England BioLabs), before confirmation via Sanger sequencing of PCR products. sgRNA, PCR and sequencing oligonucleotides can be found in Supplementary Table 2.

### Flow cytometry

Flow cytometry was performed using a BD LSRFortessa and BD LSRFortessa X-20. Sorting by FACS was performed using a BD Influx and BD FACS Aria II. All cells were pre-blocked with anti-CD16/32 Fc block to reduce non-specific binding, and UltraComp eBeads (Invitrogen) were used for single-stained compensation controls. For identifying eosinophils, cells were stained with a combination of the following antibodies: CD45-biotin (BD Pharmingen), Streptavidin-BV711 (BD Horizon), CD11b-FITC (BD Pharmingen), F4/80-PE/Cy7 (Biolegend) and SiglecF-BV421 (BD Horizon). Live cells were identified by the addition of TO-PRO-3 viability dye. Eosinophils were defined as live CD45^+^ CD11b^+^ F4/80^+^ Siglec-F^+^ SSC^hi^ cells. For delayed flow cytometric analysis, fully stained cells were fixed with 1% paraformaldehyde. In these instances, ZombieNIR (Biolegend), a fixable viability dye, was used for identifying live cells, and F4/80 was conjugated to PE/Cy5 (eBioscience). To analyse other AT immune cell populations, various fluorescently-conjugated antibodies were used and detailed antibody information can be found in Supplementary Table 3, with gating strategies for immune cell populations available in the legends for Fig. 4 and Supplementary Fig. 8. Flow cytometry analysis was performed using FlowJo software v10.

### Co-culture experiments

Culture and differentiation of primary mouse adipocytes was performed^66^. Briefly, isolated SVF cells from the inguinal subcutaneous fat of WT mice were differentiated in 12-well plates for two days using an induction medium of DMEM-F12 GlutaMAX with 10% FBS and 1X PSG, 1 μg/mL insulin, 0.5 mM IBMX, 0.25 μM dexamethasone, 1 μM rosiglitazone and 1 nM triiodothyronine (T3). Two days after induction, cells were cultured in maintenance medium (DMEM-F12 GlutaMAX containing 10% FBS, 1X PSG, 1 μM rosiglitazone, 1 nM T3 and 1 μg/mL insulin) which was refreshed every two days. Co-culture experiments were performed in a bicompartmental system using 0.4 μm pore polycarbonate transwell inserts (Corning). A standardised number of adipose eosinophils were sorted from WT and *Klf3*^*−/−*^ subcutaneous SVF using a BD FACS Aria III then resuspended in RPMI containing 10% FBS, 1X PSG and 10 ng/mL IL-5. Eosinophils (or media alone) were then added to the upper compartment of the transwell and incubated at 37 °C in 5% CO_2_ for 4 h. Adipocytes from the lower compartment were then collected for gene expression analysis by qPCR.

### Gene expression analysis

To assess mRNA expression, total RNA was isolated from cells and tissues then subjected to cDNA synthesis^29^. Quantitative real-time PCR (qPCR) reactions were set up with Power SYBR Green PCR Master Mix and were run with default cycle parameters on the Applied Biosystems 7500 Fast Real-Time PCR System (for 96-well plate format) or the Applied Biosystems ViiA7 Real-Time PCR System (for 384-well plate format). Applied Biosystems 7500 software v2.3 and Applied Biosystems QuantStudio Real-Time PCR software v1.3 were used for qPCR data analysis. Gene expression was quantified using the 2^−ΔΔCT^ method and relative mRNA expression was normalised to *18S* rRNA levels which have been shown to display consistent expression across the cells and conditions studied. All qPCR primers were designed using primer3 (http://primer3.ut.ee/) and can be found in Supplementary Table 2. For microarrays on eosinophils sorted from subcut SVF by FACS, RNA was isolated using the RNeasy Micro Kit (Qiagen) then subjected to quality control using an Agilent 2100 Bioanalyzer, following preparation with an Agilent RNA 6000 Pico Kit. An Affymetrix 3’ IVT Pico Kit was used prior to microarrays which were performed on an Affymetrix GeneChip HT MG-430PM Array Plate. Partek Genomics Suite v7 software was used for data analysis, and microarray datasets are available from GEO (Accession No. GSE117445).

### Protein extraction and quantification

Whole-cell protein extracts (WCE) were prepared by homogenising mouse tissues with a glass dounce, in the presence of radioimmunoprecipitation (RIPA) buffer (50 mM HEPES, pH 7.5; 500 mM LiCl; 1 mM EDTA; 1% NP-40; 0.7% sodium deoxycholate) containing protease inhibitors (cOmplete, Mini, EDTA-free Protease Inhibitor Cocktail; one tablet dissolved in 10 mL RIPA buffer). Homogenates were rotated at 4 °C for 1 h then centrifuged at 21,000 × *g* for 20 min at 4 °C to obtain the WCE. Protein extracts were subjected to a bicinchoninic acid (BCA) assay using a BCA Protein Assay Kit (Pierce) to determine concentration according to the manufacturer’s protocol. For detection of UCP1, 25 μg of WCE was loaded onto Novex NuPAGE 10% Bis-Tris gels, following denaturation and boiling (15 μg for brown AT WCE). After blocking, nitrocellulose membranes were incubated overnight with anti-UCP1 antibody (Abcam). Membranes were then probed with HRP-linked anti-rabbit antibody (GE Healthcare) prior to exposure using the GE ImageQuant LAS 500 in the presence of Immobilon Western Chemiluminescent HRP Substrate (Millipore). To detect expression of VDAC (voltage-dependent anion channel), 20 μg of WCE was used and incubation took place overnight with anti-VDAC antibody (Cell Signaling) before probing with HRP-linked anti-rabbit secondary antibody. To detect mitochondrial electron transport chain complexes, several deviations from the above protocol were performed. Briefly, WCE were boiled for 5 min at 50 °C before SDS-polyacrylamide gel electrophoresis (PAGE) and transferral to a 0.45 μm polyvinyl difluoride (PVDF) membrane. Blocking took place overnight at 4 °C using 5% (w/v) skim milk powder in PBS (pH 7.4) with gentle agitation, followed by washing in PBST (PBS with 0.1% Tween-20). The membrane was incubated with the primary Total OXPHOS Rodent WB Antibody Cocktail (Abcam) in 1% skim (w/v)/PBS. This optimised primary antibody mix contains five mouse antibodies, one each against the mitochondrial oxidative phosphorylation (oxphos) complexes (Complex I: NADH dehydrogenase; Complex II: succinate dehydrogenase; Complex III: CoQH_2_-cytochrome *c* reductase; Complex IV: cytochrome *c* oxidase; Complex V: ATP synthase). The secondary HRP-linked anti-mouse antibody labelling was performed in 1% skim milk (w/v)/PBS before imaging. All membranes were stripped with 0.5 M NaOH then re-blocked with skim milk before probing with an anti-β-actin antibody (Sigma). Following this, HRP-linked anti-mouse antibody (GE Healthcare) was incubated on membranes prior to imaging. For measurement of meteorin-like and IL-33 levels in plasma and AT explant supernatant, mouse meteorin-like/METRNL DuoSet and mouse IL-33 DuoSet ELISA kits were utilised according to manufacturer’s instructions (R&D Systems). Detailed antibody information can be found in Supplementary Table 3.

### Chromatin immunoprecipitation

ChIP experiments were performed^67^. Briefly, ~7 × 10^7^ cells were used for each immunoprecipitation (IP). Cells were crosslinked with 1% formaldehyde for 10 min at room temperature, and the reaction was quenched with glycine at a final concentration of 125 mM. Crosslinked cells were then lysed and sonicated to obtain ~200–400 bp fragments of chromatin. Cross-linked DNA was pulled down at 4 °C overnight using 15 μg anti-KLF3 antibody (Thermo Fisher) or 15 μg control normal goat IgG (Santa Cruz Biotechnology) per IP. qPCR was performed on ChIP material using an Applied Biosystems ViiA7 Real-Time PCR System. For analysis, IPs were first normalised to the relative amount of input DNA, then to IgG controls. All qPCR primers for ChIP were designed using primer3 (http://primer3.ut.ee/) and can be found in Supplementary Table 2. A ChIP-Seq data set for V5-tagged KLF3 produced from murine embryonic fibroblasts was obtained from GEO (Accession No. GSE44748)^52^ and used to assess genome-wide KLF3 binding using Integrative Genomics Viewer (Broad Institute)^68,69^. Detailed antibody information can be found in Supplementary Table 3.

### Software

GraphPad Prism v8 was used for generation of graphs and statistical analysis. Adobe Photoshop and Illustrator CS5.1 were used for compiling and creating figures. FlowJo v10 was used for flow cytometry and cell sorting analysis. Applied Biosystems 7500 v2.3 and QuantStudio Real-Time PCR v1.3 were used for running and analysing qPCR experiments. Oligonucleotides were designed using the online primer3 tool v4.1.0, and the Optimized CRISPR design v1 online tool was used for designing sgRNAs. Integrative Genomics Viewer v2.4.9 (Broad Institute) was used for viewing ChIP-Seq data. Bio-Rad Image Lab v6.0.1 software was used for capturing and analysing agarose gels. Aperio ImageScope software was used for analysing H&E sections. Licensed BioRender.com online software was used for generating cartoons and figures.

### Statistical analysis

The mean is shown for data in each figure with individual data points shown, and SEM is shown as error bars. For flow cytometry plots, the median representative plot for each genotype/condition is shown, accompanied by the means ± SEM. D’Agostino-Pearson normality tests were performed to determine whether data followed a Gaussian distribution. Given the sample sizes, non-normality was determined, and thus non-parametric one-tailed Mann–Whitney *U* tests were used to test specific, directional hypotheses. *P < 0.05, **P < 0.01, ***P < 0.001 (or ^#^*P* < 0.05 where stated). Two-way ANOVA followed by post-hoc Tukey testing was carried out to assess significance between genotype, body temperature and time in acute cold and thermoneutral experiments. Two-way ANOVA followed by False Discovery Rate to test for multiple comparisons was used for significant differentially-expressed genes in microarray studies. Fisher’s Exact test was used to define significantly enriched GO terms in microarray Forest Plots. All statistical analyses were performed in GraphPad Prism v8.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

Data supporting the findings of this study can be found within the paper and its Supplementary Information files, and a Source data file has been provided for data underlying figures. Further information is available upon reasonable request. Full scans of western blots are available in Supplementary Fig. 10. Datasets are publically available from the NCBI Gene Expression Omnibus (GEO) using Accession Nos. GSE117445 and GSE44748, FANTOM5 SSTAR https://fantom.gsc.riken.jp/5/sstar/Main_Page) and Haemosphere (haemosphere.org/). A reporting summary has also been provided as part of the Supplementary Information files. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Eosinophil function in adipose tissue is regulated by Krüppel-like factor 3 (KLF3)
**Source:** Nat Commun. 2020 Jun 10;11:2922. doi: 10.1038/s41467-020-16758-9
**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary Information

## Eosinophil function in adipose tissue is regulated by Krüppel-like factor 3 (KLF3)

Knights et al.

**Supplementary Fig. 1. Related to Fig. 1. Reduced adiposity and enhanced beiging in *Klf3*<sup>-/-</sup> mice.**

**Supplementary Fig. 2. Related to Fig. 1. Reduced adiposity and enhanced beiging in *Klf3*<sup>-/-</sup> mice.**

**Supplementary Fig. 3. Related to Fig. 2. KLF3 deficiency enhances the thermogenic response.**

**Supplementary Fig. 4. Related to Fig. 3. Increased beiging in WT mice transplanted with *Klf3*<sup>-/-</sup> bone marrow.**

**Supplementary Fig. 5. Related to Fig. 3. Increased beiging in WT mice transplanted with *Klf3*<sup>-/-</sup> bone marrow and evidence of additional metabolic effects in this mouse model.**

**Supplementary Fig. 6. Related to Fig. 4. AT-resident eosinophils are altered in the absence of KLF3.**

**Supplementary Fig. 7. Related to Fig. 4. AT-resident eosinophils are altered in the absence of KLF3.**

**Supplementary Fig. 8. Related to Fig. 4. AT-resident eosinophils are altered in the absence of KLF3.**

**Supplementary Fig. 9. Related to Fig. 5. KLF3 regulates AT eosinophil gene expression.**

**Supplementary Fig. 10. Western blot full scans.**

**Supplementary Table 1. Mouse diets.**

**Supplementary Table 2. Mouse and human oligonucleotides.**

**Supplementary Table 3. Antibodies**

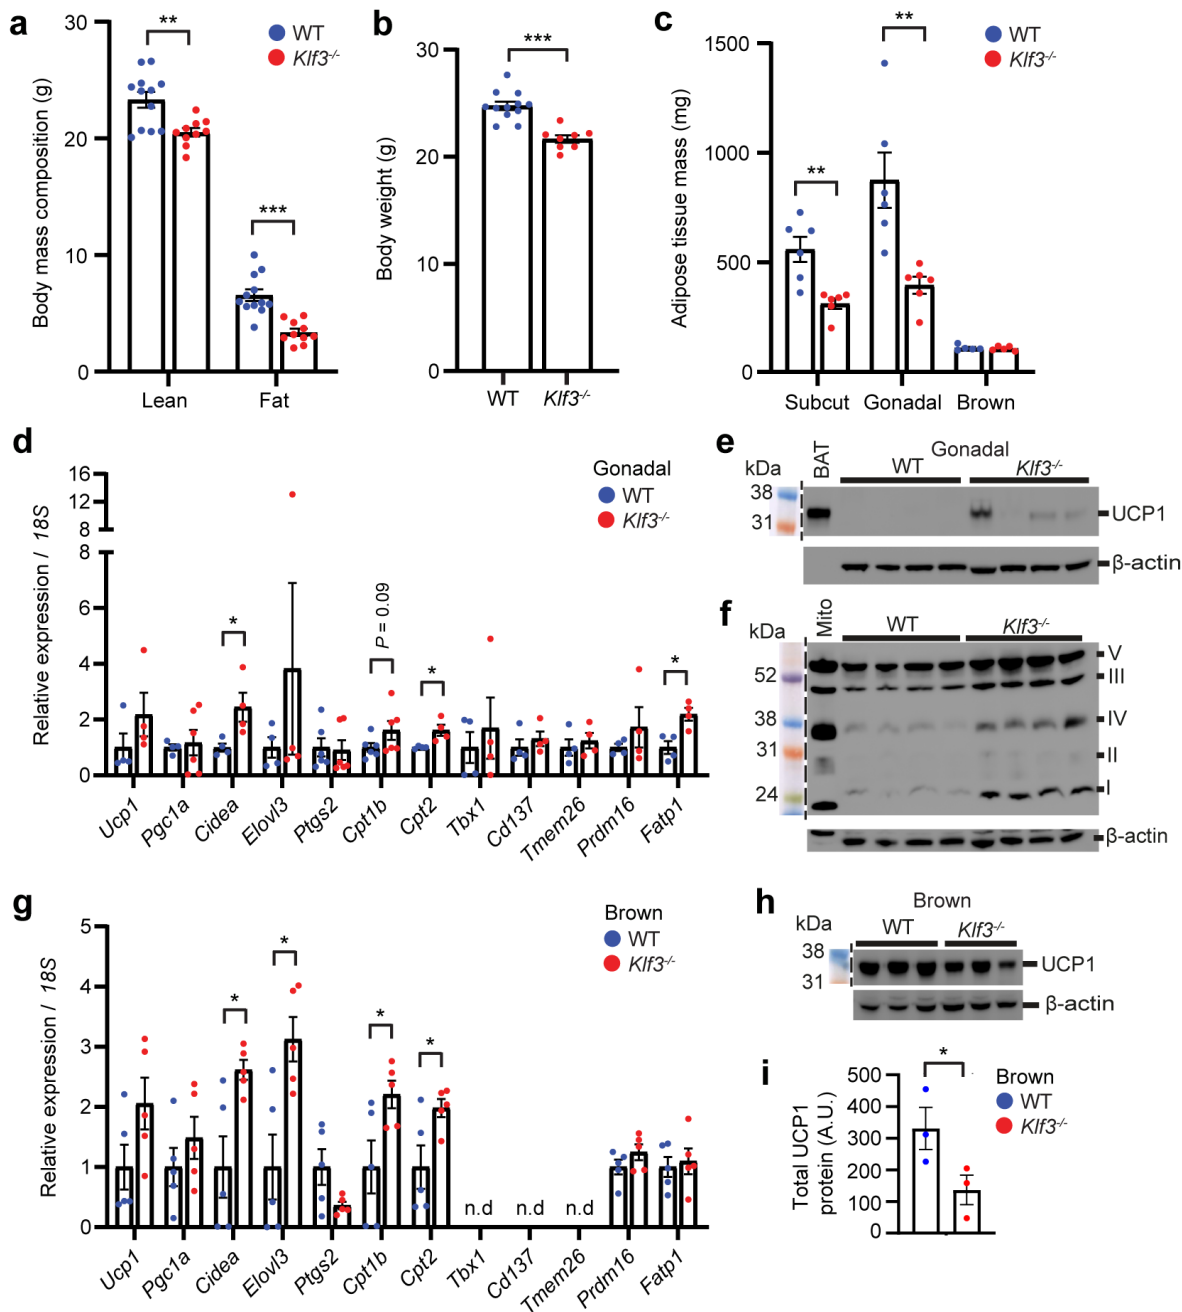

**Supplementary Fig. 1. Related to Fig. 1. Reduced adiposity and enhanced beiging in *Klf3*<sup>-/-</sup> mice.** **a**, lean and fat body mass composition (g) of WT (n=12) and *Klf3*<sup>-/-</sup> (n=10) mice were assessed by EchoMRI. **b**, body weights (g) of WT (n=12) and *Klf3*<sup>-/-</sup> (n=8) mice. **c**, weights (mg) of WT and *Klf3*<sup>-/-</sup> AT depots (n=6 mice for subcut and gonadal AT; n=5 mice for brown AT). **d**, mRNA levels of thermogenic genes were assessed by qPCR in WT and *Klf3*<sup>-/-</sup> gonadal AT (n=4-6 mice). Expression was normalised to 18S rRNA levels and the WT value for each gene was set to 1. **e**, UCP1 protein was measured in WT and *Klf3*<sup>-/-</sup> gonadal AT by Western blotting (n=4 mice). 25  $\mu$ g of WCE was loaded and nitrocellulose membranes were probed with anti-UCP1 overnight. Diluted brown AT (BAT) extract included as a positive control. **f**, expression of mitochondrial oxphos proteins in WT and *Klf3*<sup>-/-</sup> WCE was assessed by Western blotting (n=4 mice). 25  $\mu$ g of extract was loaded alongside rat heart mitochondria extract (Mito; positive control), and PVDF membranes blocked overnight before being probed with the Total OXPHOS Rodent Antibody Cocktail for 2 h. Mitochondrial complexes are labelled I-V. **g**, mRNA levels of thermogenic genes were assessed by qPCR in WT and *Klf3*<sup>-/-</sup> brown AT (n=5 mice). Expression was normalised to 18S rRNA levels and the WT value for each gene was set to 1. **h**, UCP1 protein was measured in WT and *Klf3*<sup>-/-</sup> brown AT by Western blotting (n=3 mice). 15  $\mu$ g of WCE was loaded and nitrocellulose membranes were probed with anti-UCP1 overnight. For **e-f**, and **h**,  $\beta$ -actin was used as a loading control. **i**, total UCP1 protein content in WT and *Klf3*<sup>-/-</sup> brown AT depots normalized to tissue weight (n=3 mice). For **a-d**, **g** and **i**, error bars represent means  $\pm$  SEM and one-sided non-parametric Mann-Whitney U tests were performed where \* $P$ <0.05, \*\* $P$ <0.01, \*\*\* $P$ <0.001. Source data are provided as a Source Data file. n.d., not detected.

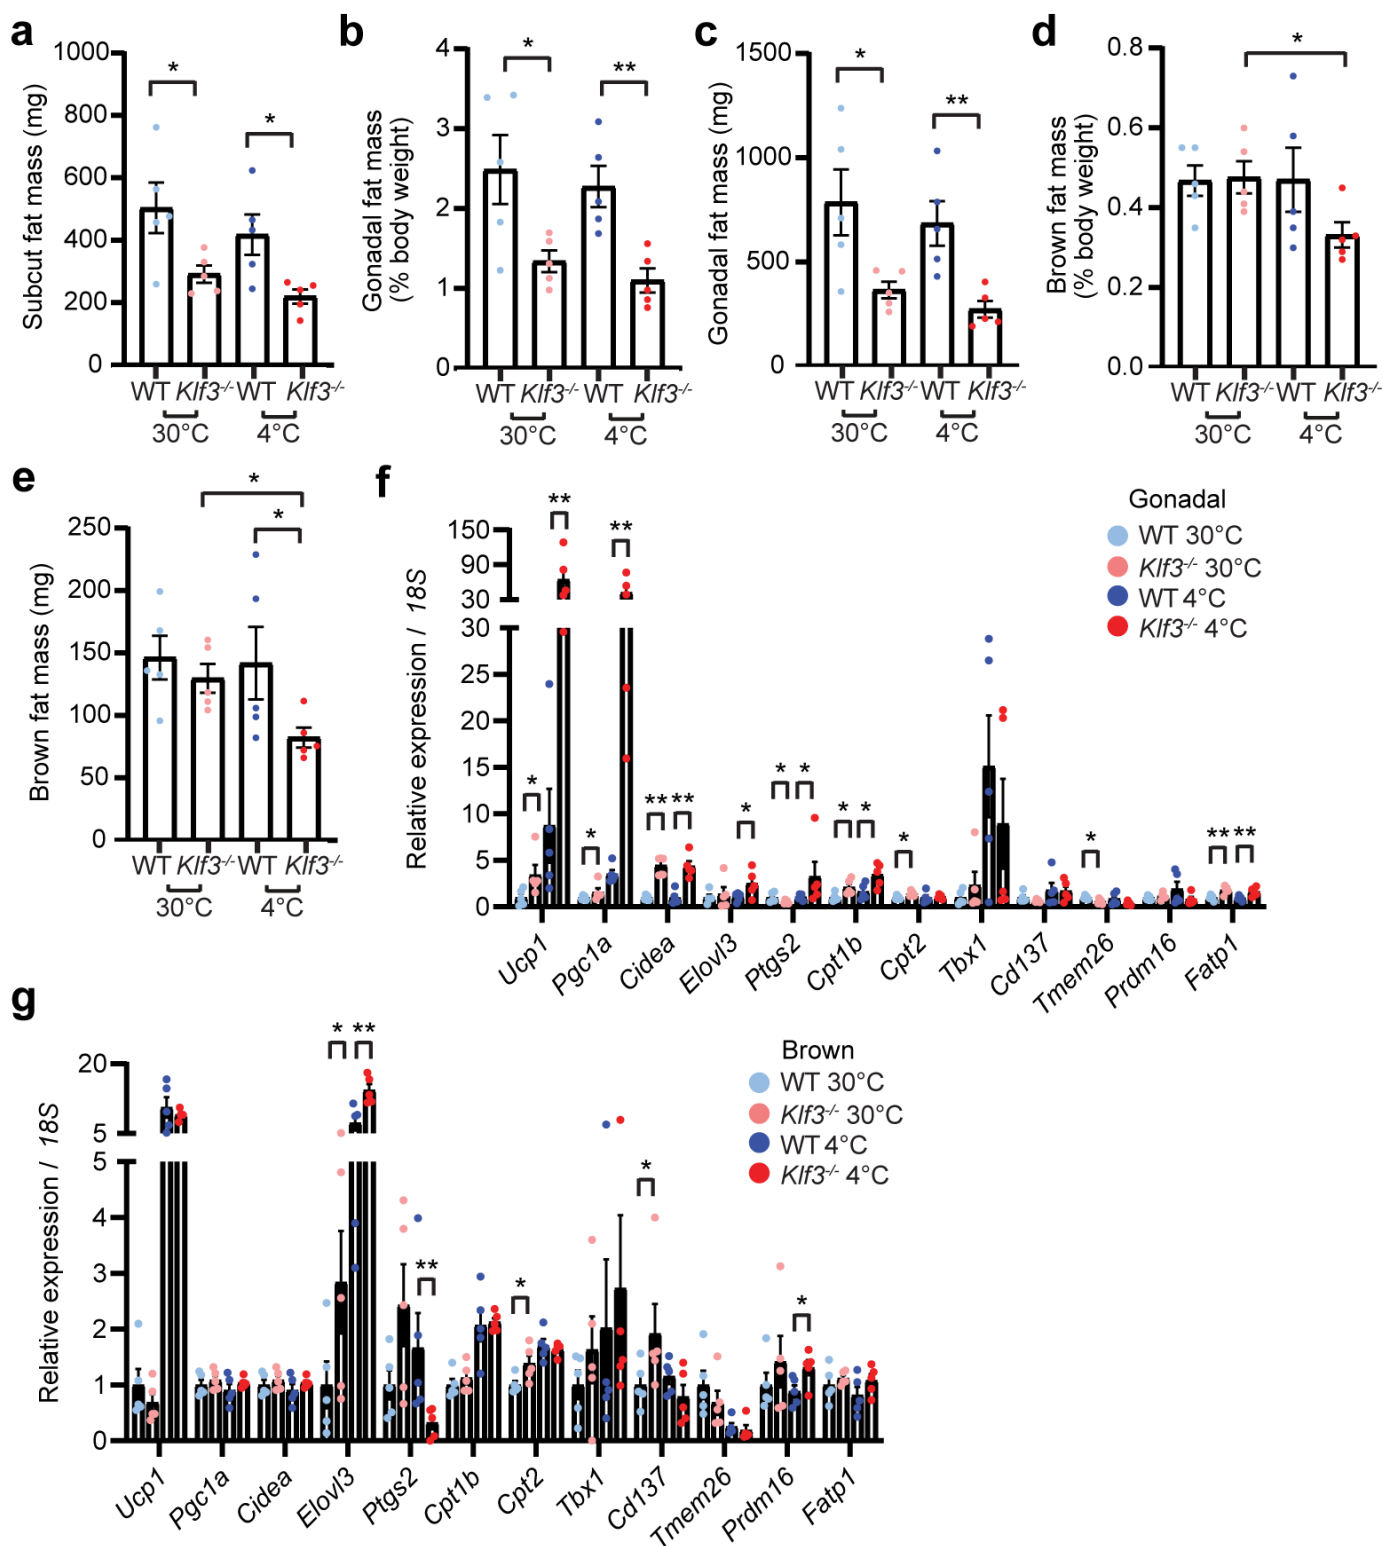

**Supplementary Fig. 3. Related to Fig. 2. KLF3 deficiency enhances the thermogenic response.** **a**, subcut (mg), **b**, gonadal (% body weight), **c**, gonadal (mg), **d**, brown (% body weight) and **e**, brown (mg) AT from WT and *Klf3*<sup>-/-</sup> mice housed at 30°C or 4°C were weighed (n=5 mice). mRNA levels of thermogenic genes were assessed by qPCR in WT and *Klf3*<sup>-/-</sup> **f**, gonadal and **g**, brown AT from mice housed at 30°C or 4°C (n=5 mice). Relative expression was normalised to 18S rRNA levels and the WT 30°C value for each gene was set to 1. For **a-g**, error bars are representative of the means ± SEM and one-sided non-parametric Mann-Whitney U tests were performed to assess significance where \**P*<0.05, \*\**P*<0.01. Source data are provided as a Source Data file.

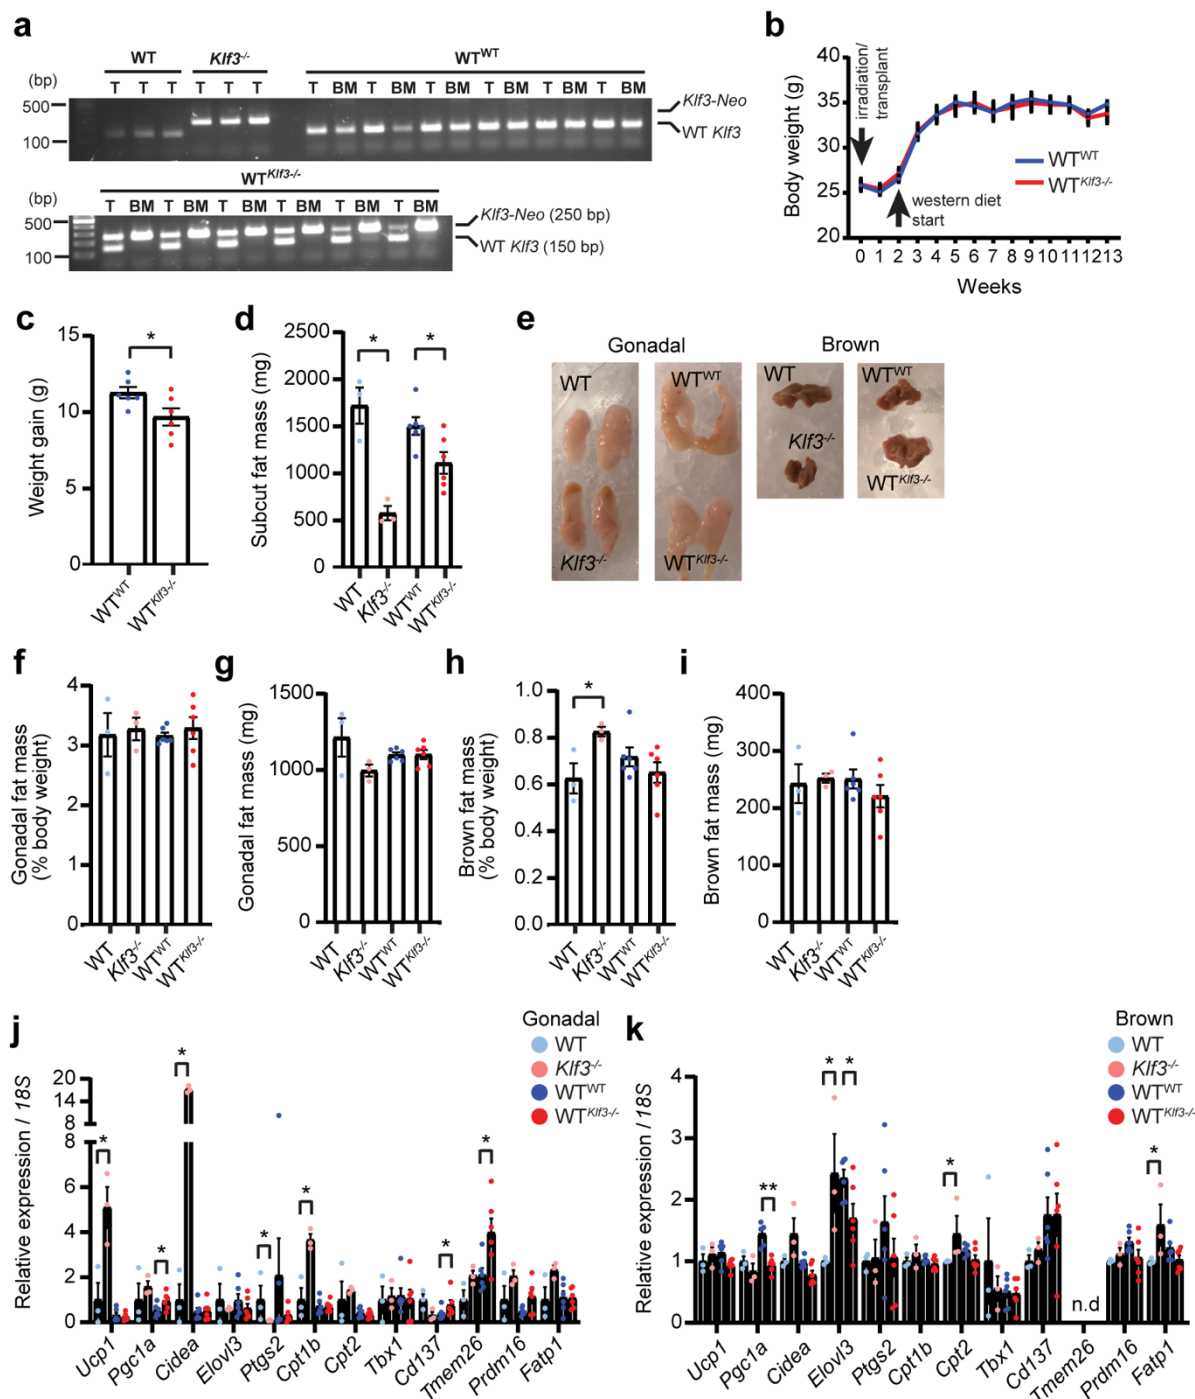

**Supplementary Fig. 4. Related to Fig. 3. Increased beiging in WT mice transplanted with *Klf3*<sup>-/-</sup> bone marrow.** **a**, genotyping of tail biopsies (T) and bone marrow (BM) was performed for WT, *Klf3*<sup>-/-</sup>, WT<sup>WT</sup> and WT<sup>*Klf3*<sup>-/-</sup></sup> mice to determine irradiation success and transplant reconstitution (n=3-6 mice). A DNA ladder was loaded onto 2% agarose gels alongside samples. Lower bands represent WT *Klf3* (~150 bp) and upper bands represent the product of neomycin insertion into *Klf3* (*Klf3*-Neo; ~250 bp). **b**, body weight (g) in the 2 weeks following irradiation then over the duration of the Western diet study (weeks 2-13) for WT<sup>WT</sup> and WT<sup>*Klf3*<sup>-/-</sup></sup> mice was recorded weekly and **c**, body weight (g) gain calculated from the commencement of Western diet to the completion of the regimen (n=6 mice). **d**, absolute subcut AT mass (mg) was recorded for WT, *Klf3*<sup>-/-</sup>, WT<sup>WT</sup> and WT<sup>*Klf3*<sup>-/-</sup></sup> mice at the end of the study. **e**, representative macroscopic images of gonadal and brown AT pads from WT, *Klf3*<sup>-/-</sup>, WT<sup>WT</sup> and WT<sup>*Klf3*<sup>-/-</sup></sup> mice at the conclusion of the 11-week Western diet showing size and complexion. Mice had their **f**, gonadal (% body weight), **g**, gonadal (mg), **h**, brown (% body weight) and **i**, brown (mg) AT weighed at the conclusion of the study. mRNA levels of thermogenic genes in **j**, gonadal and **k**, brown AT were assessed by qPCR. Expression was normalised to levels of 18S rRNA. For **d** and **f-k**, (n=3 WT, *Klf3*<sup>-/-</sup> and n=6 WT<sup>WT</sup> and WT<sup>*Klf3*<sup>-/-</sup></sup> mice). For **b-d** and **f-k**, error bars represent means ± SEM and one-sided non-parametric Mann-Whitney U tests were performed where \**P*<0.05. Source data are provided as a Source Data file. bp, base pairs.

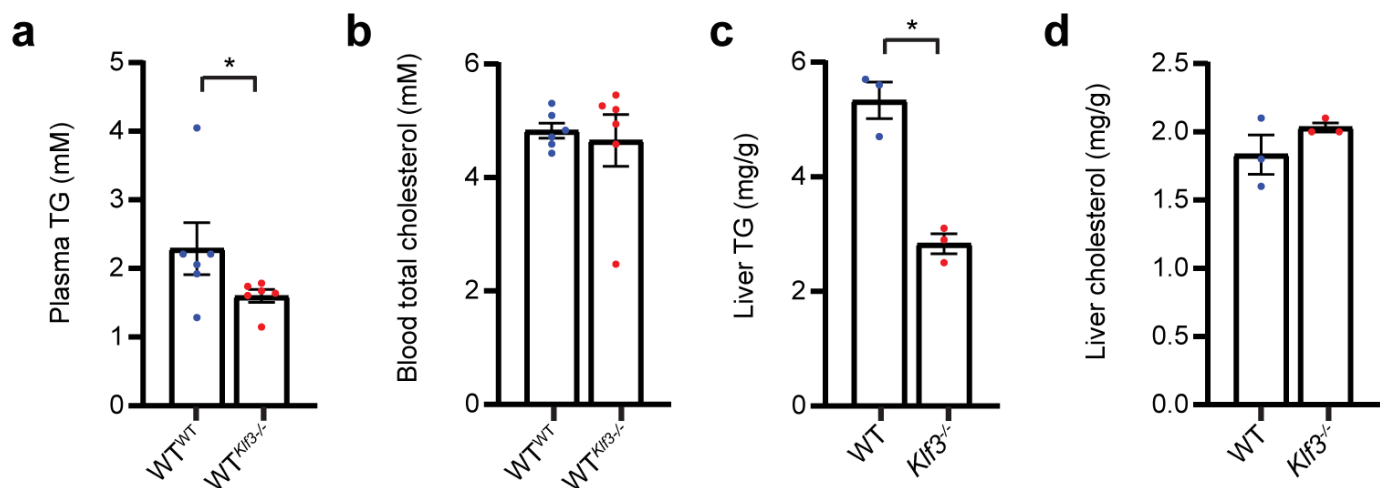

**Supplementary Fig. 5. Related to Fig. 3. Increased beiging in WT mice transplanted with *Klf3*<sup>-/-</sup> bone marrow and evidence of additional metabolic effects in this mouse model.** Plasma from WT<sup>WT</sup> and WT<sup>Klf3<sup>-/-</sup></sup> mice fed a Western diet was analysed for levels of **a**, triglycerides and **b**, total cholesterol (n=6 mice). Hepatic **c**, triglyceride and **d**, cholesterol content was also tested in WT and *Klf3*<sup>-/-</sup> untransplanted mice fed a chow diet (n=3 mice). Concentration was normalised to liver weight. For **a-d**, error bars represent the means  $\pm$  SEM and one-sided non-parametric Mann-Whitney U tests were performed where \* $P$ <0.05. Source data are provided as a Source Data file.

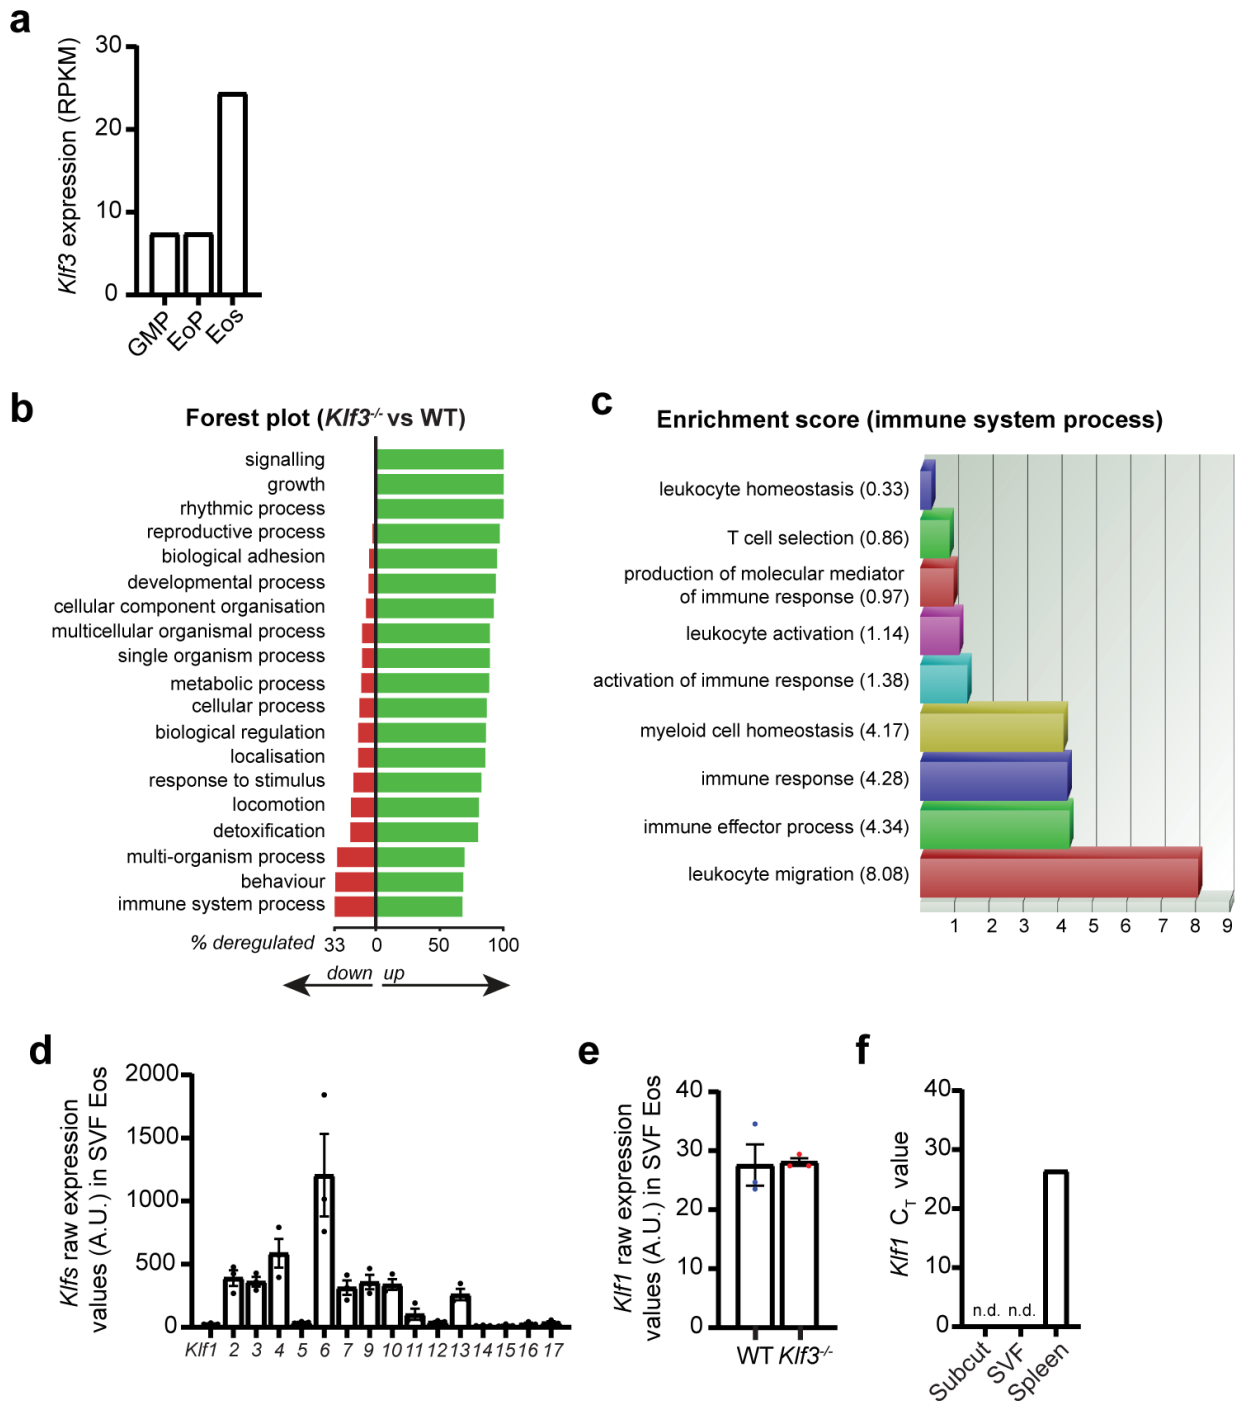

**Supplementary Fig. 6. Related to Fig. 4. AT-resident eosinophils are altered in the absence of KLF3.** **a**, *Klf3* was identified as highly expressed in a transcription factor screen of eosinophil lineage populations<sup>1</sup>. Expression is represented as RNA-Seq reads per kilobase million (RPKM) for granulocyte-macrophage progenitors (GMP), eosinophil progenitors (EoP) and mature eosinophils (Eos). **b**, gene ontology (GO) analysis of the significantly deregulated genes (*Klf3*<sup>-/-</sup> vs WT;  $P < 0.05$  using Fisher's Exact test) identified in subcut SVF eosinophil microarrays was performed using Partek Genomics Suite software and a forest plot constructed showing key implicated cellular processes. GO terms are listed by the number of significantly up-regulated genes, with the percent up-regulated and down-regulated shown in red to green bars. Multiple comparisons adjustments were not made. **c**, enrichment of deregulated biological pathways within immune system processes (from **b**) represented as a bar plot, generated using Partek Genomics Suite software. **d**, Raw expression values for all *Klf* family members from mouse SVF eosinophil microarrays ( $n = 3$  WT mice). Error bars are means  $\pm$  SEM. No probe ID exists for *Klf8* in the array chip used. **e**, Raw expression values for *Klf1* in WT and *Klf3*<sup>-/-</sup> SVF eosinophils ( $n = 3$  mice). Error bars are means  $\pm$  SEM. **f**, C<sub>T</sub> values for *Klf1* in whole subcut, subcut SVF and spleen from WT mice. For **e**, a one-sided non-parametric Mann-Whitney U test was performed to assess significance. Source data are provided as a Source Data file. A.U.; arbitrary units; n.d., not detected.

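Of the KLF family, 14 genes had a probe set annotated to them alone, and Klf7, Klf8 and Klf14 had none here. In WT eosinophils Klf6 read 11.25 ± 0.34 log2 units (SD, n = 3), Klf4 10.17 ± 0.39, Klf13 9.40 ± 0.48 and Klf9 8.80 ± 0.57 (SD, n = 3 each). Klf2 read 8.68 ± 0.36 and Klf3 8.44 ± 0.37, while Klf11 read 6.55 ± 0.48 (SD, n = 3 each). Klf5 and Klf16 lay below the olfactory receptor level, at 5.02 ± 0.34 and 4.78 ± 0.27 (SD, n = 3 each). Some of these genes have several probe sets, and the brightest is given. Intensities of different probe sets are not on one scale, so these values give no order between genes. As deposited, the Klf6 probe sets averaged 2615, 737 and 1206 in WT mice, and the Klf4 probe sets 1105 and 587.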

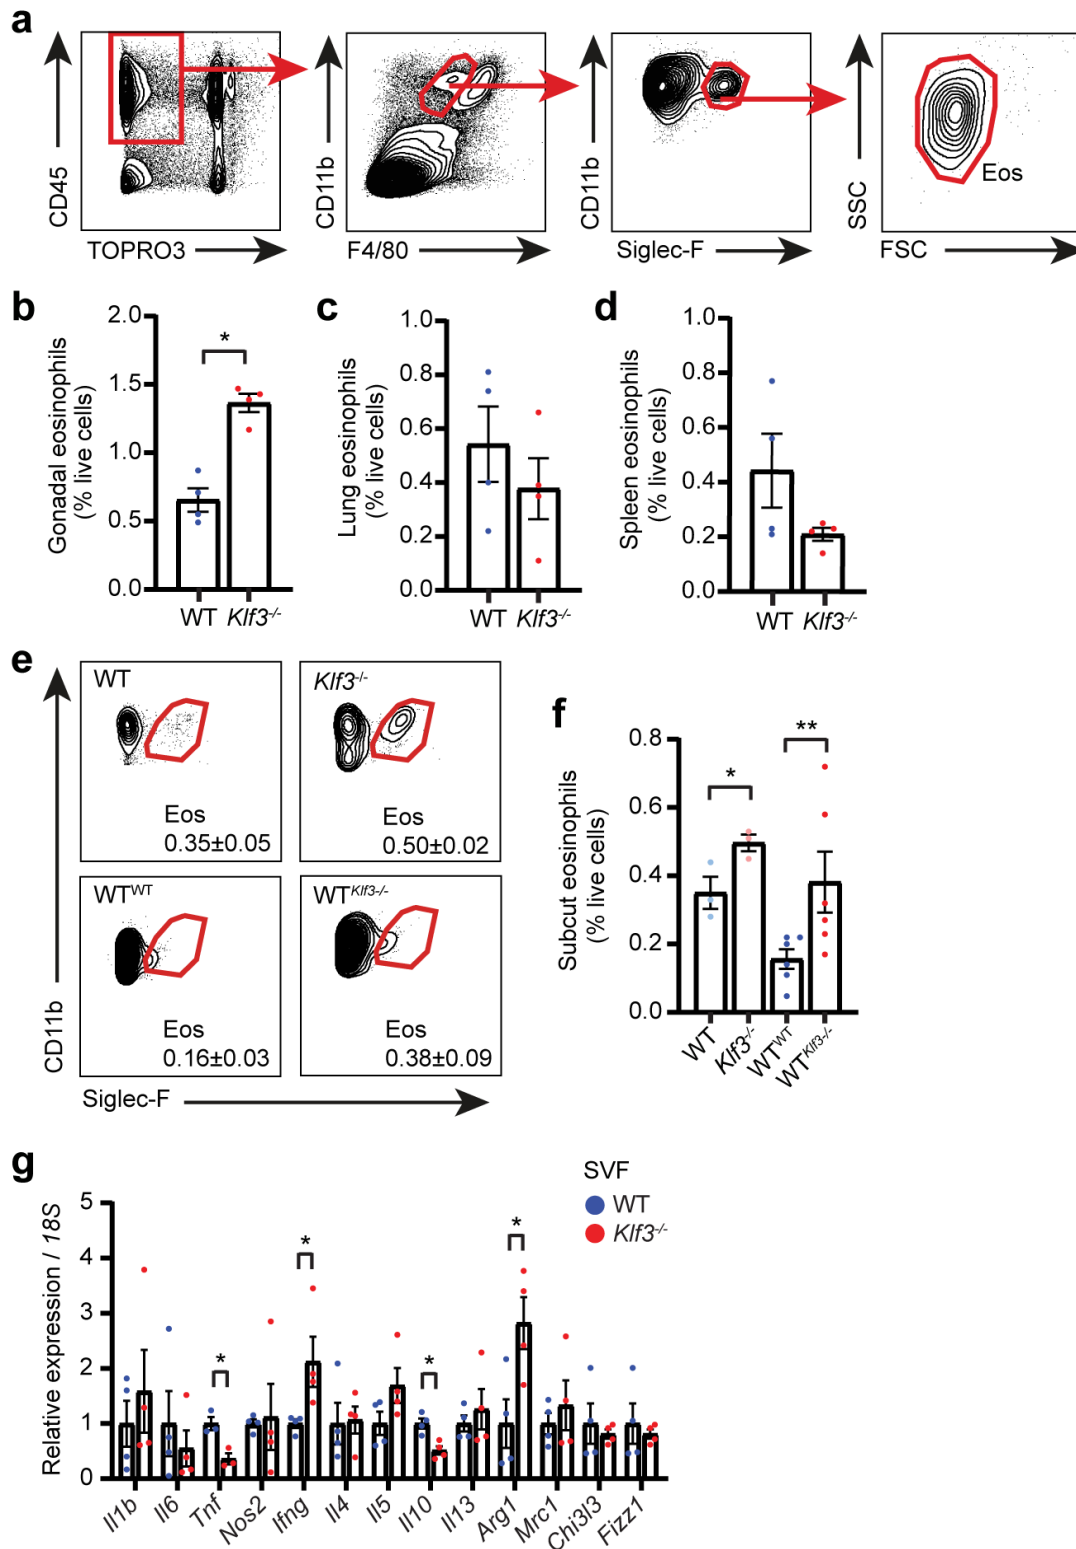

**Supplementary Fig. 7. Related to Fig. 4. AT-resident eosinophils are altered in the absence of KLF3.** **a**, gating strategy for identification of Siglec-F<sup>+</sup> eosinophils by flow cytometry (live CD45<sup>+</sup> CD11b<sup>+</sup> F4/80<sup>+</sup> Siglec-F<sup>+</sup> SSC<sup>hi</sup>). This gating strategy was used in Fig. 4a, b and Supplementary Fig. 7b-f. Siglec-F<sup>+</sup> eosinophils were assessed as a percentage of live cells in WT and *Klf3*<sup>-/-</sup> **b**, gonadal SVF, **c**, lung and **d**, spleen (n=4 mice). **e**, flow cytometry plots showing abundance of Siglec-F<sup>+</sup> eosinophils (% of live cells) in the subcut SVF of WT, *Klf3*<sup>-/-</sup>, WT<sup>WT</sup> and WT<sup>*Klf3*<sup>-/-</sup></sup> mice fed a Western diet for 11 weeks, including means ± SEM. Graphical representation is shown in **f**, (n=3 WT, *Klf3*<sup>-/-</sup> and n=6 WT<sup>WT</sup> and WT<sup>*Klf3*<sup>-/-</sup></sup> mice). **g**, mRNA levels of inflammatory and anti-inflammatory marker genes in WT and *Klf3*<sup>-/-</sup> subcut SVF were assessed by qPCR. Relative expression was normalised to levels of 18S rRNA (n=4 mice). For **b-d** and **f-g**, error bars represent means ± SEM and one-sided non-parametric Mann-Whitney U tests were performed where \**P*<0.05, \*\**P*<0.01. Source data are provided as a Source Data file. FSC, forward scatter; SSC, side scatter; Eos, eosinophils.

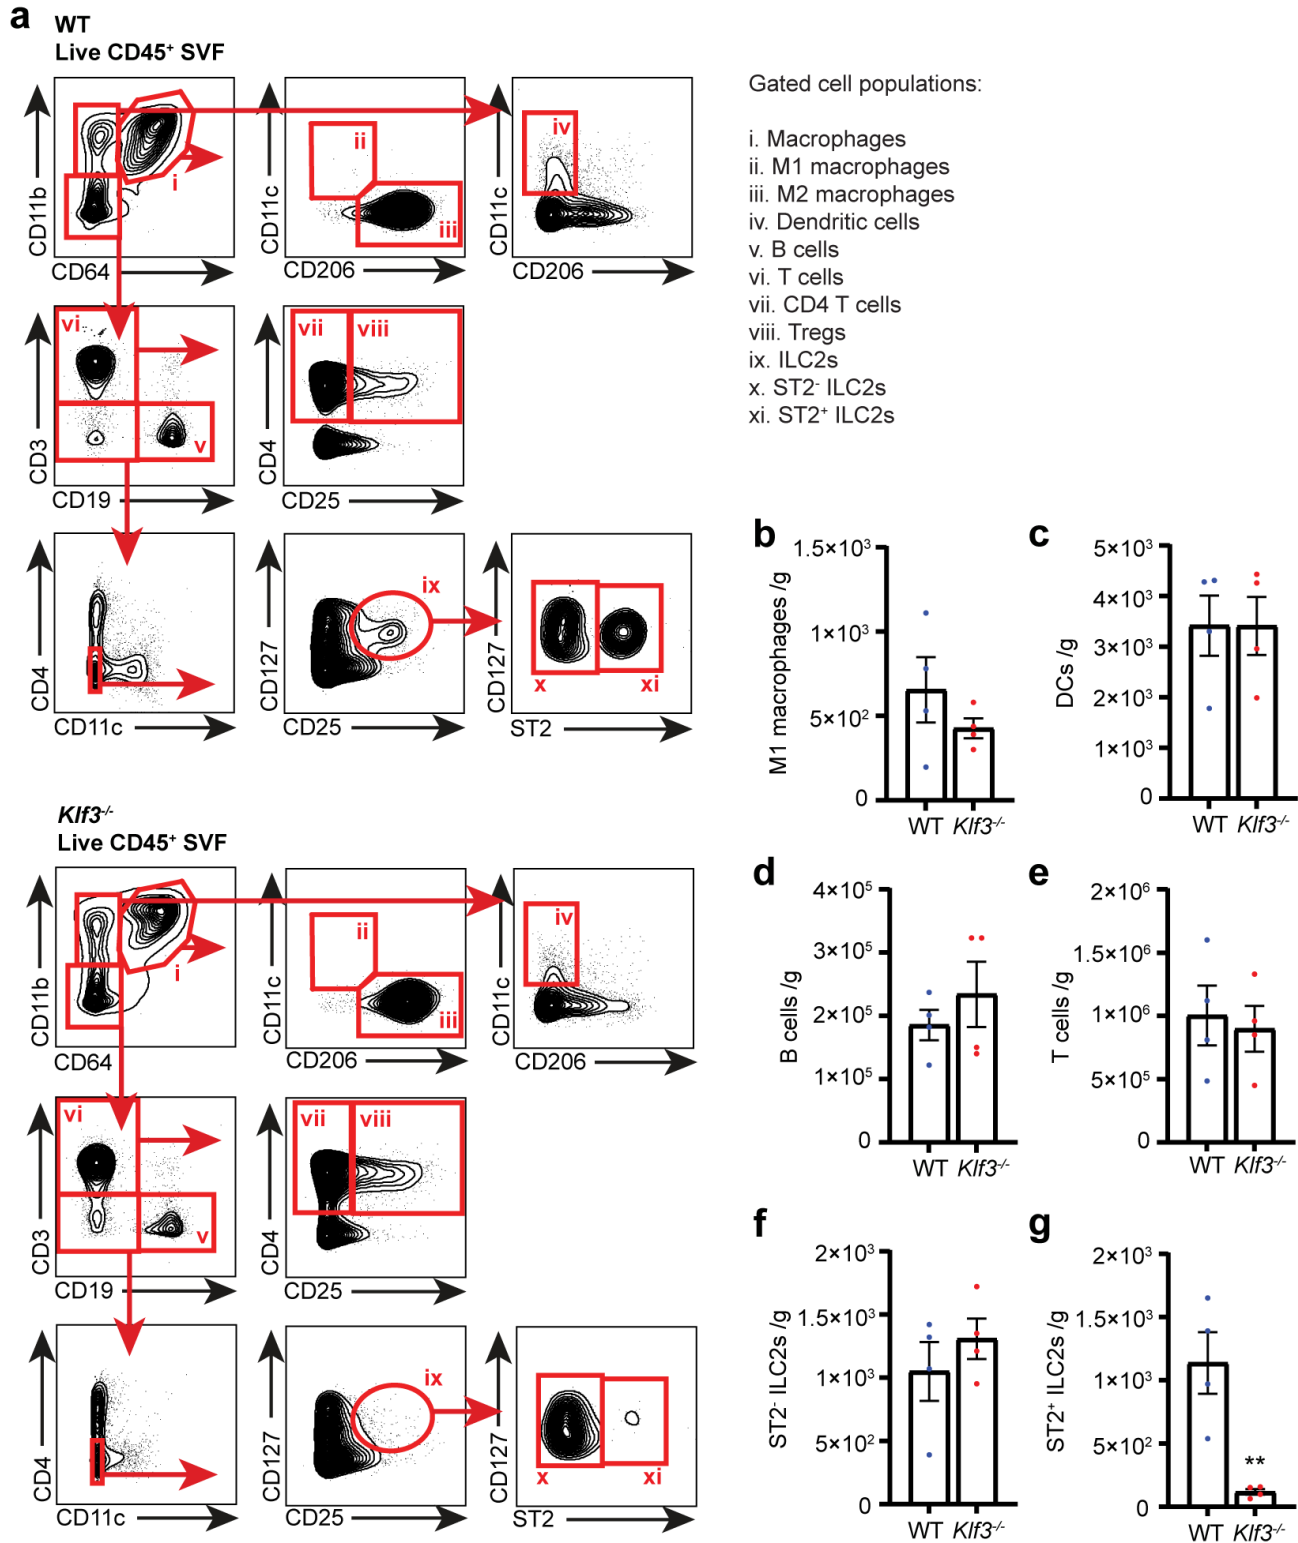

**Supplementary Fig. 8. Related to Fig. 4. AT-resident eosinophils are altered in the absence of KLF3.** **a**, Gating strategy for adipose immunophenotyping in representative WT and *Klf3*<sup>-/-</sup> subcut AT SVF. This strategy was used in Fig. 4g-j and Supplementary Fig. 8b-g. Gated populations of live CD45<sup>+</sup> cells were defined as (i) macrophages (CD11b<sup>+</sup> CD64<sup>+</sup>), (ii) M1 macrophages (CD11b<sup>+</sup> CD64<sup>+</sup> CD11c<sup>+</sup> CD206<sup>-</sup>), (iii) M2 macrophages (CD11b<sup>+</sup> CD64<sup>+</sup> CD11c<sup>-</sup> CD206<sup>+</sup>), (iv) dendritic cells (CD11b<sup>+</sup> CD64<sup>-</sup> CD11c<sup>+</sup>), (v) B cells (CD11b<sup>-</sup> CD64<sup>-</sup> CD19<sup>+</sup> CD3<sup>-</sup>), (vi) T cells (CD11b<sup>-</sup> CD64<sup>-</sup> CD19<sup>-</sup> CD3<sup>+</sup>), (vii) CD4 T cells (CD11b<sup>-</sup> CD64<sup>-</sup> CD19<sup>-</sup> CD3<sup>+</sup> CD4<sup>+</sup> CD25<sup>-</sup>), (viii) Tregs (CD11b<sup>-</sup> CD64<sup>-</sup> CD19<sup>-</sup> CD3<sup>+</sup> CD4<sup>+</sup> CD25<sup>+</sup>), (ix) ILC2s (CD11b<sup>-</sup> CD64<sup>-</sup> CD19<sup>-</sup> CD3<sup>-</sup> CD4<sup>+</sup> CD11c<sup>-</sup> CD127<sup>+</sup> CD25<sup>+</sup>) which were further divided into (x) ST2<sup>-</sup> and (xi) ST2<sup>+</sup> ILC2s. Abundance of subcut AT-resident **b**, M1 macrophages, **c**, dendritic cells (DCs), **d**, B cells, **e**, T cells, **f**, ST2<sup>-</sup> and **g**, ST2<sup>+</sup> ILC2s were quantified and normalized to tissue weight (n=4 mice). For **b-g**, error bars represent means  $\pm$  SEM and one-sided non-parametric Mann-Whitney U tests were performed where \**P*<0.05, \*\**P*<0.01. Source data are provided as a Source Data file.

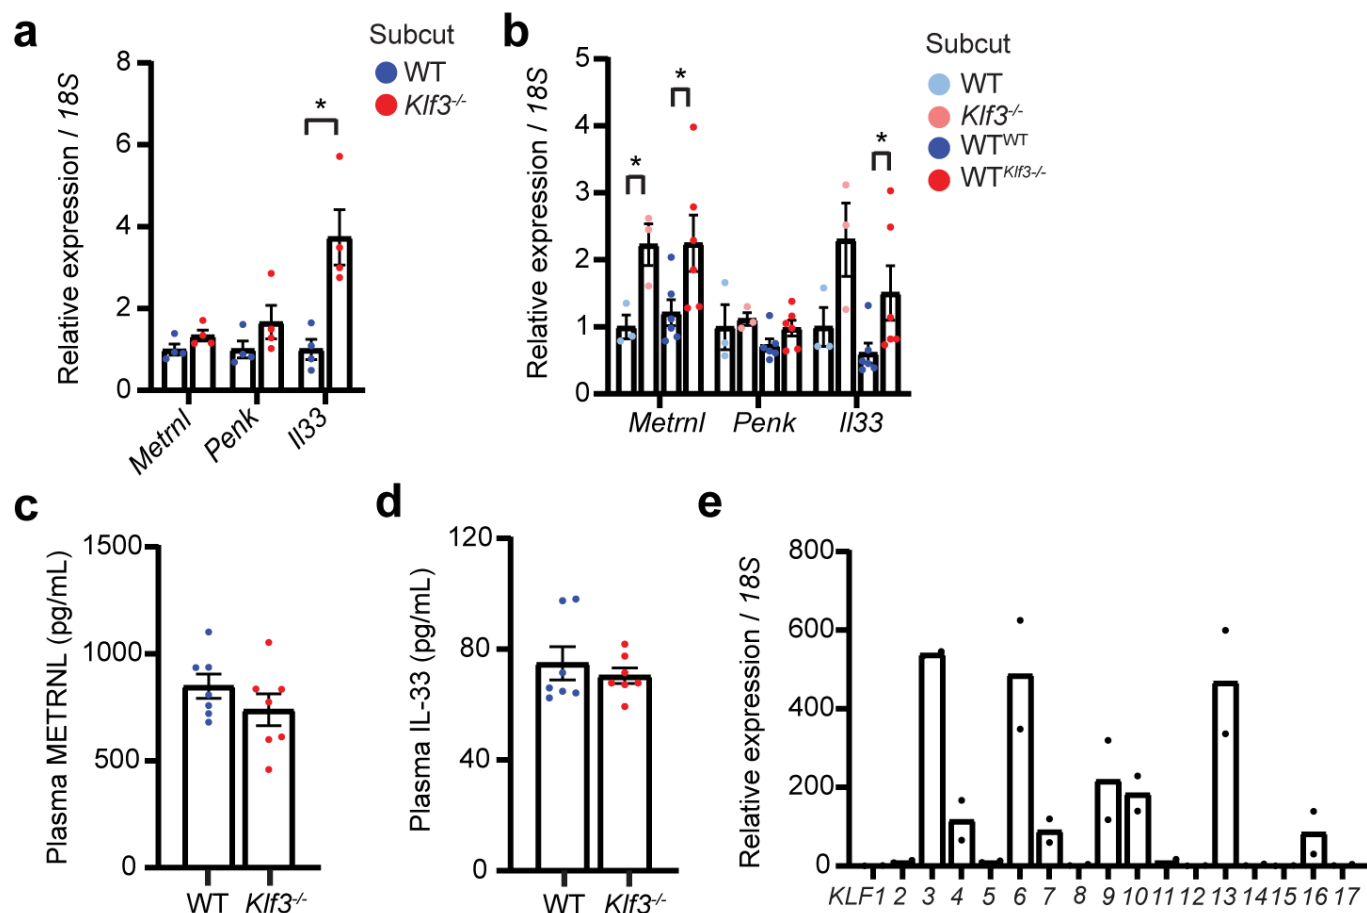

**Supplementary Fig. 9. Related to Fig. 5. KLF3 regulates AT eosinophil gene expression.** qPCR was used to assess mRNA levels of *Metnl*, *Penk* and *Il33* in subcut AT from **a**, WT and *Klf3*<sup>-/-</sup> mice on a chow diet (n=4 mice), and from **b**, WT, *Klf3*<sup>-/-</sup> (n=3), WT<sup>WT</sup> and WT<sup>*Klf3*<sup>-/-</sup></sup> (n=6) mice following an 11-week Western diet. Relative expression was normalised to levels of *18S* rRNA and the WT value for each gene set to 1. Circulating levels of **c**, meteorin-like and **d**, IL-33 were analysed by ELISA in plasma from WT and *Klf3*<sup>-/-</sup> mice (n=7 mice). **e**, mRNA levels of all *KLF* family member genes were assessed by qPCR in EoL-1 cells to determine relative expression of *KLF3* normalised to levels of *18S* rRNA. Bars represent the means of n=2 replicates. For **a-d**, error bars represent means  $\pm$  SEM and one-sided non-parametric Mann-Whitney U tests were performed where \**P*<0.05. Source data are provided as a Source Data file.

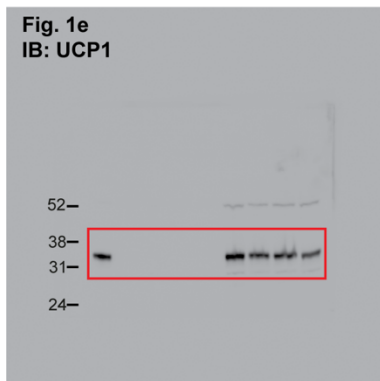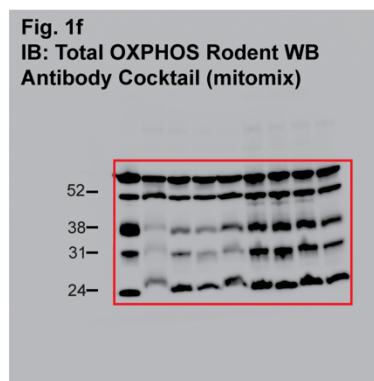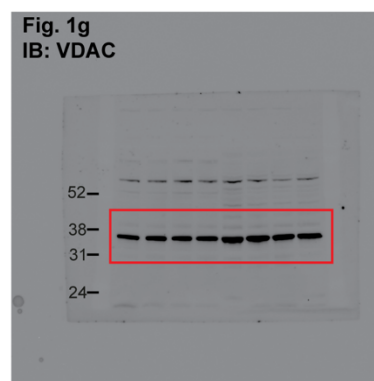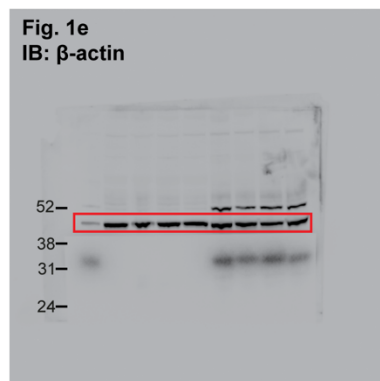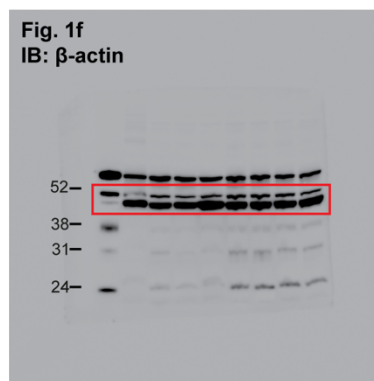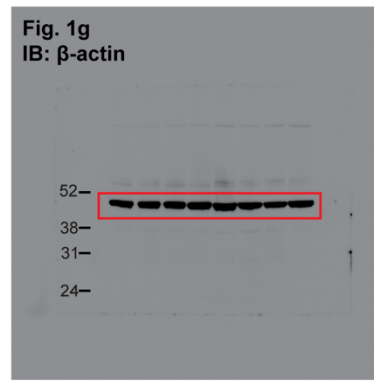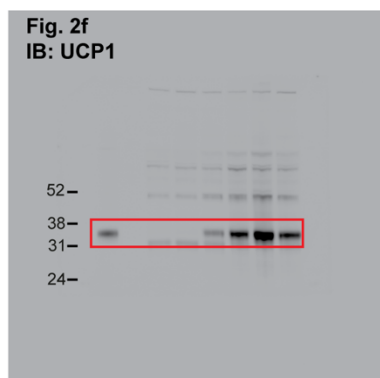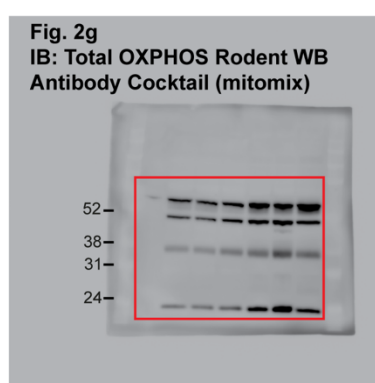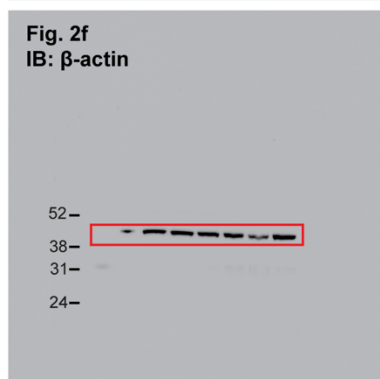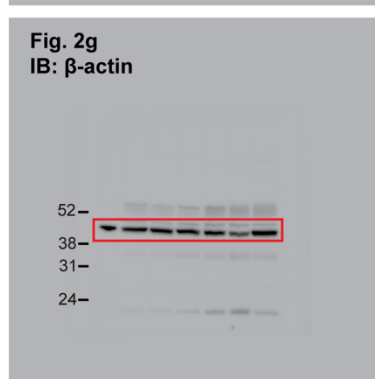

**Supplementary Fig. 10. Western blot full scans.**

**Supplementary Fig. 1e**  
**IB: UCP1**

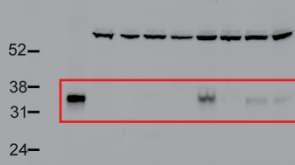

**Supplementary Fig. 1f**  
**IB: Total OXPHOS Rodent WB**  
**Antibody Cocktail (mitomix)**

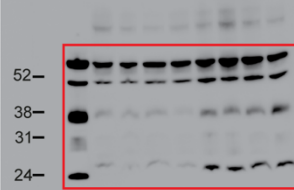

**Supplementary Fig. 1h**  
**IB: UCP1**

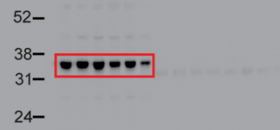

**Supplementary Fig. 1e**  
**IB:  $\beta$ -actin**

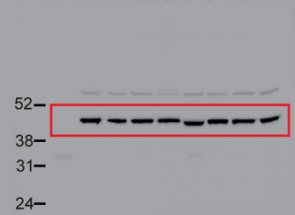

**Supplementary Fig. 1f**  
**IB:  $\beta$ -actin**

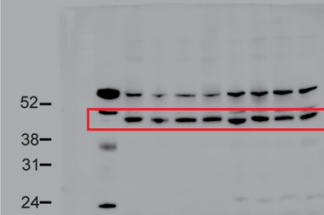

**Supplementary Fig. 1h**  
**IB:  $\beta$ -actin**

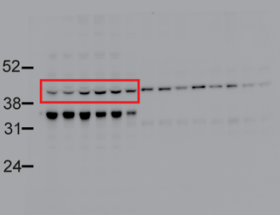

**(Continued) Supplementary Fig. 10. Western blot full scans.**

**Supplementary Table 1. Mouse diets.**

| <b>Diet</b>                                       | <b>Ingredients</b>                                                                                                                                                                                                         | <b>Caloric breakdown (kCal %)</b>          |
|---------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------|
| Chow<br><i>Gordon's Specialty Feeds</i>           | Wheat<br>Sorghum<br>Soybean meal<br>Pollard<br>Bran<br>Meat and bone meal<br>Bloodmeal<br>Fish meal<br>Lucerne meal<br>Vegetable oil<br>Sunflower meal<br>Salt<br>Vitamin and mineral premix<br>Lysine<br>Choline chloride | Carbohydrate 58%<br>Fat 16%<br>Protein 26% |
| Western (high-fat, high-sugar)<br><i>Homemade</i> | Sucrose<br>Corn starch<br>Wheat bran<br>Casein<br>Methionine<br>Gelatine<br>Choline bitartate<br>Lard<br>Safflower oil<br>AIN-93M mineral mix<br>AIN-93-VX vitamin mix<br>Trace mineral mix                                | Carbohydrate 36%<br>Fat 45%<br>Protein 19% |

**Supplementary Table 2. Mouse and human oligonucleotides.**

| <b>Name</b>              | <b>Sequence</b>            | <b>Application</b>     |
|--------------------------|----------------------------|------------------------|
| WT <i>Klf3</i> geno Fwd  | GGCAAATCTGGCGCATCTGA       | Mouse genotyping       |
| WT <i>Klf3</i> geno Rev  | TGGCTGGGAGCCCCCTCTCAT      | Mouse genotyping       |
| <i>Klf3-Neo</i> geno Fwd | TCCATGTCTGTCTCCCCCTA       | Mouse genotyping       |
| <i>Klf3-Neo</i> geno Rev | ATTAAGGGCCAGCTCATTCC       | Mouse genotyping       |
| <i>18S</i> rRNA Fwd      | CACGGCCGGTACAGTGAAAC       | qPCR (mouse and human) |
| <i>18S</i> rRNA Rev      | AGAGGAGCGAGCGACCAA         | qPCR (mouse and human) |
| <i>mUcp1</i> Fwd         | GGAGAGAAACACCTGCCTCT       | qPCR (mouse)           |
| <i>mUcp1</i> Rev         | CTGACCTTCACGACCTCTGT       | qPCR (mouse)           |
| <i>mPgc1a</i> Fwd        | TGAAGACGGATTGCCCTCAT       | qPCR (mouse)           |
| <i>mPgc1a</i> Rev        | TGGTGCCAGTAAGAGCTTCT       | qPCR (mouse)           |
| <i>mCidea</i> Fwd        | TGGTGGACACAGAGGAGTTC       | qPCR (mouse)           |
| <i>mCidea</i> Rev        | GTGACTCTGGCTATTCCCGA       | qPCR (mouse)           |
| <i>mElovl3</i> Fwd       | TGGTCCTTCTTCCTGGCAAT       | qPCR (mouse)           |
| <i>mElovl3</i> Rev       | TGTAGATGGCAAAGCACACG       | qPCR (mouse)           |
| <i>mPtgs2</i> Fwd        | GAACAACATCCCCTTCCTGC       | qPCR (mouse)           |
| <i>mPtgs2</i> Rev        | AGAGGTTGGAGAAGGCTTCC       | qPCR (mouse)           |
| <i>mCpt1b</i> Fwd        | GCAGGAGGAAGGGTAGAGTG       | qPCR (mouse)           |
| <i>mCpt1b</i> Rev        | GGGTCACAAAGAAAGCAGCA       | qPCR (mouse)           |
| <i>mCpt2</i> Fwd         | ACAGCCAGTTCAGGAAGACA       | qPCR (mouse)           |
| <i>mCpt2</i> Rev         | CTGAGATGTAGCTGGTGTGC       | qPCR (mouse)           |
| <i>mTbx1</i> Fwd         | CGCACAGTGGATGAAACAGA       | qPCR (mouse)           |
| <i>mTbx1</i> Rev         | TGTCTTTTCGAGGGTCCACA       | qPCR (mouse)           |
| <i>mCd137</i> Fwd        | CGTGCAGAACTCCTGTGATAAC     | qPCR (mouse)           |
| <i>mCd137</i> Rev        | GTCCACCTATGCTGGAGAAGG      | qPCR (mouse)           |
| <i>mTmem26</i> Fwd       | CGGCCATCTTTGTGTACCTG       | qPCR (mouse)           |
| <i>mTmem26</i> Rev       | TGTGGGATGACAGGGTTTGA       | qPCR (mouse)           |
| <i>mPrdm16</i> Fwd       | ATGACCAAAACCTCGCCATG       | qPCR (mouse)           |
| <i>mPrdm16</i> Rev       | ATGACACCCAAGGAGTAGGC       | qPCR (mouse)           |
| <i>mFatp1</i> Fwd        | GTTCTGTGTGTACGTGGGTG       | qPCR (mouse)           |
| <i>mFatp1</i> Rev        | GCCGAACACGAATCAGAACA       | qPCR (mouse)           |
| <i>mSiglec f</i> Fwd     | CAGGGACGTACTTCTTCAGATTGG   | qPCR (mouse)           |
| <i>mSiglec f</i> Rev     | GGGTAGATGTGACTTGGATGTTAGG  | qPCR (mouse)           |
| <i>mMetrnl</i> Fwd       | CTGGAGCAGGGAGGCTTATTT      | qPCR (mouse)           |
| <i>mMetrnl</i> Rev       | GGACAACAAAGTCACTGGTACAG    | qPCR (mouse)           |
| <i>mPenk</i> Fwd         | GCCAGGACTGCGCTAAATG        | qPCR (mouse)           |
| <i>mPenk</i> Rev         | CCTTGCAGGTCTCCAGATT        | qPCR (mouse)           |
| <i>mIl33</i> Fwd         | ACTTCTCTGCCTATCCACGG       | qPCR (mouse)           |
| <i>mIl33</i> Rev         | GTGAAGTTCCTTGGATGCTCA      | qPCR (mouse)           |
| <i>mIl1b</i> Fwd         | TGTAATGAAAGACGGCACACC      | qPCR (mouse)           |
| <i>mIl1b</i> Rev         | TCTTCTTTGGGTATTGCTTGG      | qPCR (mouse)           |
| <i>mIl6</i> Fwd          | AAAGCCAGAGTCCTTCAGAGAGATAC | qPCR (mouse)           |

|                    |                            |              |
|--------------------|----------------------------|--------------|
| <i>mIl6</i> Rev    | CTGTTAGGAGAGCATTGGAAATTG   | qPCR (mouse) |
| <i>mTnf</i> Fwd    | GCCACCACGCTCTTCTGTCT       | qPCR (mouse) |
| <i>mTnf</i> Rev    | GCCATAGAAGCTGATGA          | qPCR (mouse) |
| <i>mNos2</i> Fwd   | CAGAGGACCCAGAGACAAGC       | qPCR (mouse) |
| <i>mNos2</i> Rev   | TGCTGAAACATTTCTGTGC        | qPCR (mouse) |
| <i>mIfng</i> Fwd   | TTTGCAGCTCTTCCTCATGG       | qPCR (mouse) |
| <i>mIfng</i> Rev   | TCCACATCTATGCCACTTGAGT     | qPCR (mouse) |
| <i>mIl4</i> Fwd    | CAGCAACGAAGAACCACA         | qPCR (mouse) |
| <i>mIl4</i> Rev    | TCTGCAGCTCCATGAGAACA       | qPCR (mouse) |
| <i>mIl5</i> Fwd    | GGAGATTCCCATGAGCACAG       | qPCR (mouse) |
| <i>mIl5</i> Rev    | TAGGGACAGGAAGCCTCATC       | qPCR (mouse) |
| <i>mIl10</i> Fwd   | AGTACAGCCGGGAAGACAAT       | qPCR (mouse) |
| <i>mIl10</i> Rev   | AGCTGGTCCTTTGTTTGAAAGA     | qPCR (mouse) |
| <i>mIl13</i> Fwd   | CTGTGTCTCTCCCTCTGACC       | qPCR (mouse) |
| <i>mIl13</i> Rev   | CACACTCCATACCATGCTGC       | qPCR (mouse) |
| <i>mArg1</i> Fwd   | CTCCAAGCCAAAGTCCTTAGAG     | qPCR (mouse) |
| <i>mArg1</i> Rev   | AGGAGCTGTCATTAGGGACATC     | qPCR (mouse) |
| <i>mMrc1</i> Fwd   | CATGAGGCTTCTCCTGTTCT       | qPCR (mouse) |
| <i>mMrc1</i> Rev   | TTGCCGTCTGAACTGAGATGG      | qPCR (mouse) |
| <i>mChi3l3</i> Fwd | AGAAGGGAGTTTCAAACCTGGT     | qPCR (mouse) |
| <i>mChi3l3</i> Rev | GTCTTGCTCATGTGTGTAAGTGA    | qPCR (mouse) |
| <i>mFizz1</i> Fwd  | TACTTGCAACTGCCTGTGCTTACT   | qPCR (mouse) |
| <i>mFizz1</i> Rev  | TATCAAAGCTGGGTTCTCCACCTC   | qPCR (mouse) |
| <i>mKlf1</i> Fwd   | AGACTGTCTTACCCTCCATCAGTACA | qPCR (mouse) |
| <i>mKlf1</i> Rev   | CCGCCACCACTTGAGGAA         | qPCR (mouse) |
| <i>hKLF1</i> Fwd   | GGTTGCGGCAAGAGCTACA        | qPCR (human) |
| <i>hKLF1</i> Rev   | ACACAGGGGAGAAGCCATACG      | qPCR (human) |
| <i>hKLF2</i> Fwd   | AGGTCGTCGTCGGTGC           | qPCR (human) |
| <i>hKLF2</i> Rev   | TGCCGTCTTCTCCACTTTTCG      | qPCR (human) |
| <i>hKLF3</i> Fwd   | ACCCAGTTCCTGTCAAGCAA       | qPCR (human) |
| <i>hKLF3</i> Rev   | TCAGGCAATGGTGTGGAGTA       | qPCR (human) |
| <i>hKLF4</i> Fwd   | CATTACCAAGAGCTCATGCCACC    | qPCR (human) |
| <i>hKLF4</i> Rev   | CAGCCCGCGTAATCACAAG        | qPCR (human) |
| <i>hKLF5</i> Fwd   | TTTAAAAGCTCACCTGAGGACTCA   | qPCR (human) |
| <i>hKLF5</i> Rev   | CAGCCTTCCCAGGTACACTTG      | qPCR (human) |
| <i>hKLF6</i> Fwd   | TCTGGAGGAGTACTGGCAACAG     | qPCR (human) |
| <i>hKLF6</i> Rev   | GCTCGCTCTGGAGGTAACGT       | qPCR (human) |
| <i>hKLF7</i> Fwd   | CCGGCTACTTCTCAGCTTTACC     | qPCR (human) |
| <i>hKLF7</i> Rev   | CGTTCCAATTCAAGGCATGTC      | qPCR (human) |
| <i>hKLF8</i> Fwd   | ACCAAAAGCTCTCACCTGAAAGC    | qPCR (human) |
| <i>hKLF8</i> Rev   | TCTGAGCGAGCAAATTTCCA       | qPCR (human) |
| <i>hKLF9</i> Fwd   | CCATTACAGAGTGCATACAGGTGAA  | qPCR (human) |
| <i>hKLF9</i> Rev   | TGAGCGGGAGAAGCTTTTAAAGG    | qPCR (human) |

|                               |                            |                        |
|-------------------------------|----------------------------|------------------------|
| <i>hKLF10</i> Fwd             | GGTGCCTCTCTCCAGCAGACT      | qPCR (human)           |
| <i>hKLF10</i> Rev             | CTTTTGGCCTTTCAGAAATCATTT   | qPCR (human)           |
| <i>hKLF11</i> Fwd             | AGCCACACCTGAACTACCAAAAG    | qPCR (human)           |
| <i>hKLF11</i> Rev             | GGCTCTGAGGAGGAGTTATGCA     | qPCR (human)           |
| <i>hKLF12</i> Fwd             | AAAACAGAGCTTTTGGGAATCTGAAC | qPCR (human)           |
| <i>hKLF12</i> Rev             | GCTTCCATATCGGGATAGTTGTG    | qPCR (human)           |
| <i>hKLF13</i> Fwd             | GAAATCTTCGCACCTCAAG        | qPCR (human)           |
| <i>hKLF13</i> Rev             | GAAGTTCTTGTGTCAGTCCT       | qPCR (human)           |
| <i>hKLF14</i> Fwd             | CCGGAGGAGGTCTGTCACA        | qPCR (human)           |
| <i>hKLF14</i> Rev             | TGCGACGACTTGTAATAGGCTTT    | qPCR (human)           |
| <i>hKLF15</i> Fwd             | GACCGAGAGTCTAGCCG          | qPCR (human)           |
| <i>hKLF15</i> Rev             | TAAGTGGTCCACCATGCTG        | qPCR (human)           |
| <i>hKLF16</i> Fwd             | GCGCCAAAGCCTACTACAAGTC     | qPCR (human)           |
| <i>hKLF16</i> Rev             | TGCCAGTCACAAGCAAAAGG       | qPCR (human)           |
| <i>hKLF17</i> Fwd             | CCAGGCTGCCCAGGATAA         | qPCR (human)           |
| <i>hKLF17</i> Rev             | CTTCCAGAAGATGAAGACATGTTCA  | qPCR (human)           |
| <i>hSPI</i> ChIP Fwd          | ACCTCTCCGCCCTAGGA          | ChIP-qPCR (human)      |
| <i>hSPI</i> ChIP Rev          | CAACGGCCAACCAGAATCC        | ChIP-qPCR (human)      |
| <i>hMETRNL</i> 1 ChIP Fwd     | AGGAACACACTCGAGCAGG        | ChIP-qPCR (human)      |
| <i>hMETRNL</i> 1 ChIP Rev     | CCCCAGCTTTGACAACCTAA       | ChIP-qPCR (human)      |
| <i>hMETRNL</i> 2 ChIP Fwd     | CCCTGACCCAGTTTCTCTTATG     | ChIP-qPCR (human)      |
| <i>hMETRNL</i> 2 ChIP Rev     | CTGATGGAGGCTTGAGACATT      | ChIP-qPCR (human)      |
| <i>hPENK</i> ChIP Fwd         | CGCGGTTCTCTGACACTTT        | ChIP-qPCR (human)      |
| <i>hPENK</i> ChIP Rev         | GCACTAGGCGGTAGCTG          | ChIP-qPCR (human)      |
| <i>hIL33</i> 1 ChIP Fwd       | GCAGTGCAGAGTACCATATCC      | ChIP-qPCR (human)      |
| <i>hIL33</i> 1 ChIP Rev       | GTGGCTAGCTCACTACCAAAT      | ChIP-qPCR (human)      |
| <i>hIL33</i> 2 ChIP Fwd       | GCACAAAGGCGTTCAACAA        | ChIP-qPCR (human)      |
| <i>hIL33</i> 2 ChIP Rev       | TCTCTGGAATGTGTCTGTGTTC     | ChIP-qPCR (human)      |
| <i>hVEGFA</i> ChIP Fwd        | GGTTTGTATCCTGCCCTTCC       | ChIP-qPCR (human)      |
| <i>hVEGFA</i> ChIP Rev        | ACTGGGTCTTGCTGTTTTCC       | ChIP-qPCR (human)      |
| <i>hKLF3</i> sgRNA Fwd        | CACCGAACTCCGCTTGTTACCGTG   | sgRNA oligo for CRISPR |
| <i>hKLF3</i> sgRNA Rev        | AAACCACGGTGAACAAGCGGAGTTC  | sgRNA oligo for CRISPR |
| <i>hKLF3</i> ex3 geno PCR     | CTTATTTGGCTGTTGACACG       | CRISPR clone screening |
| <i>hKLF3</i> ex3 geno PCR Rev | GGCAGATGAGTATTTCCTTTG      | CRISPR clone screening |

**Supplementary Table 3. Antibodies**

| <b>Antibody name</b>                              | <b>Raised in</b> | <b>Supplier/Product#</b>         | <b>Application</b>                 |
|---------------------------------------------------|------------------|----------------------------------|------------------------------------|
| Mouse polyclonal anti-UCP1                        | Rabbit           | Abcam ab10983                    | Western blotting (1:1,000)         |
| Mouse monoclonal anti-VDAC                        | Rabbit           | Cell Signaling 4661              | Western blotting (1:1,000)         |
| Mouse monoclonal anti- $\beta$ -actin clone AC-15 | Mouse            | Sigma A1978                      | Western blotting (1:20,000)        |
| Total OXPHOS Rodent Antibody Cocktail             | Mouse            | Abcam ab110413                   | Western blotting (1:1,000)         |
| ECL <sup>TM</sup> HRP-linked anti-mouse IgG       |                  | GE Healthcare NA931              | Western blotting (1:10,000-20,000) |
| ECL <sup>TM</sup> HRP-linked anti-rabbit IgG      |                  | GE Healthcare NA934              | Western blotting (1:10,000)        |
| Mouse/human polyclonal anti-KLF3                  | Goat             | Thermo Fisher Pierce PA5-18030   | ChIP (15 $\mu$ g per IP)           |
| Normal goat IgG                                   |                  | Santa Cruz Biotechnology SC-2028 | ChIP (15 $\mu$ g per IP)           |
| Anti-mouse CD16/32 Fc block clone 2.4G2           | Rat              | BD Pharmingen 553141             | Flow cytometry (1:25)              |
| BV421 anti-mouse Siglec-F clone E50-2440          | Rat              | BD Horizon 562681                | Flow cytometry (1:33)              |
| Biotin anti-mouse CD45 clone 30-F11               | Rat              | BD Pharmingen 553078             | Flow cytometry (1:20)              |
| BV711 Streptavidin                                |                  | BD Horizon 563262                | Flow cytometry (1:100)             |
| FITC anti-mouse CD11b clone M1/70                 | Rat              | BD Pharmingen 557396             | Flow cytometry (1:100)             |
| PE/Cy5 anti-mouse F4/80 clone BM8                 | Rat              | eBioscience 15-4801-80           | Flow cytometry (1:33)              |
| PE/Cy7 anti-mouse F4/80 clone BM8                 | Rat              | Biolegend 123113                 | Flow cytometry (1:33)              |
| PE/Cy7 anti-mouse CD25 clone PC61                 | Rat              | BD Pharmingen 552880             | Flow cytometry (1:33)              |
| APC/Cy7 anti-mouse TCR $\beta$ clone H57-597      | Hamster          | Biolegend 109220                 | Flow cytometry (1:100)             |
| BUV395 anti-mouse CD45 clone 30-F11               | Rat              | BD Horizon 564279                | Flow cytometry (1:50)              |
| BV421 anti-mouse CD206 clone C068C2               | Rat              | Biolegend 141717                 | Flow cytometry (1:50)              |
| BV510 anti-mouse NK1.1 clone PK-136               | Rat              | BD Horizon 563096                | Flow cytometry (1:25)              |
| BV605 anti-mouse CD64 clone X54-5/7.1             | Mouse            | Biolegend 139323                 | Flow cytometry (1:20)              |
| BV650 anti-mouse CD11b clone M1/70                | Rat              | BD Horizon 563402                | Flow cytometry (1:100)             |
| BV711 anti-mouse CD11c clone HL3                  | Hamster          | BD Horizon 563048                | Flow cytometry (1:20)              |
| BV786 anti-mouse CD19 clone 1D3                   | Rat              | BD Horizon 563333                | Flow cytometry (1:50)              |
| FITC anti-mouse CD3e clone 145-2C11               | Hamster          | BD Pharmingen 561827             | Flow cytometry (1:100)             |
| PE anti-mouse IL-33R/ST2 clone U29-93             | Rat              | BD Pharmingen 566312             | Flow cytometry (1:20)              |
| AF700 anti-mouse CD4 clone RM4-5                  | Rat              | BD Pharmingen 557956             | Flow cytometry (1:50)              |

## Supplementary References

1. Bouffi C, *et al.* Transcription Factor Repertoire of Homeostatic Eosinophilopoiesis. *J Immunol* **195**, 2683-2695 (2015).

How the deposited data were processed for this re-analysis (not part of the article)

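Gene expression was measured on 6 Affymetrix GeneChip HT MG-430PM arrays, 3 from WT and 3 from Klf3−/− mice, each holding RNA of eosinophils sorted from the subcut SVF of 1 male mouse aged 12 weeks and kept at 22 °C. The authors amplified the RNA with the Affymetrix 3′ IVT Pico Kit and processed the arrays in Partek Genomics Suite, and the legend of Fig. 4e names RMA normalisation. The deposited values are linear intensities of 45037 probe sets, 1 column per mouse, and all 30 Source Data values of Fig. 4e and Fig. 4f equal them after rounding to whole numbers. The steps of RMA that were applied are not given in the sources used here. Array medians differed by up to 1.94-fold and no quantile was equal between arrays, so the table is not quantile-normalised between arrays.

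The plan made before the data were examined was to test log2 values as deposited. Since the table was found to be on no common scale, log2 values were quantile-normalised between arrays instead, which was decided before any comparison was counted. The values as deposited and values centred on each array's median were kept as alternatives. Linear models were fitted with limma 3.58.1 (lmFit and eBayes without trend or robust fitting) in R 4.3.3, with genotype as the only term, and p-values were adjusted by the Benjamini-Hochberg method over all 45037 probe sets, with a threshold of 0.05. Figures were drawn with matplotlib 3.10.9.

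Probe sets were paired with gene symbols through the platform annotation: 28898 had 1 symbol, 551 had several and 15588 had none there. Symbols were looked up in a RefSeq gene table of mouse assembly GRCm38.p6, in which 209 had no match, and no symbol was changed. As the platform annotation names no assembly, no coordinates are given. For each of 17097 genes the probe set with the highest mean over the 6 arrays was used. With no detection calls in the table, the 95th percentile of the mean log2 value of 44 olfactory receptor probe sets (5.10, or 34.2 on the linear scale) served as a background level, and 24912 probe sets (55.3%) lay above it. Precision is limited by the number of arrays. In 10 simulations on values with the spread of these arrays, 0.455% of probe sets shifted by 1 log2 unit were recovered, 56.7% of those shifted by 2 and 85.6% of those shifted by 3, with 5.9 false calls on average.

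Before the data were examined, 30 gene lists were written from textbook knowledge, and 29 had the 5 measured members needed for a set test. They were tested with camera at its preset correlation of 0.01, with camera at an estimated correlation and with the directional and mixed tests of fry. The p-values were adjusted over the lists. The genes named in the text were fixed by a rule written at the same time. They are the genes the paper names from these arrays, the KLF family and Lgals3, the 10 genes with the largest change in each direction among those past the threshold or, where none passed, the 5 with the smallest p in that direction without overlap between genotypes, and of each list the 2 to 4 members with the smallest p and for cell type lists the 2 with the highest level. The source data of Metrnl, Penk, Il33, Ccl11 and Ccl24 had been seen by then. Single genes were also compared by exact two-sided permutation tests and by the exact one-sided Mann-Whitney test that the paper uses.

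The sample labels call the mice litter-matched. Deviations from the genotype mean correlated between arrays of the same replicate number (r = 0.17, 0.23 and 0.21 for replicates 1 to 3). Between arrays of different numbers they correlated negatively (−0.18 to −0.01), which follows in part from subtracting the genotype mean. Arrays of the same number thus shared some variation. Whether it came from the litter or from shared processing was not tested. A fit with the replicate number as a block was planned as an alternative. Further alternatives were leaving out each array, trend and robust fitting, array weights, a one-way and a two-way analysis of variance per probe set, filters on dim probe sets, other thresholds, 1 probe set per gene, the mean of all probe sets of a gene and leaving out cross-hybridising probe sets. The paper's methods name a two-way ANOVA with FDR, and the second factor is not given in the sources used here. The GO enrichment, flow cytometry, qPCR, ELISA, co-culture and ChIP experiments were not analysed here.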

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

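Of the tests in this part, those of the eosinophil share, the array scale, the eosinophil marker levels and the other splits for unadjusted counts and gene lists were chosen only after the result was seen.

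Il33 and Penk were higher in all Klf3−/− arrays than in all WT arrays. For Ccl11 this held after normalisation by a narrow margin, the lowest Klf3−/− and highest WT value both being 6.29, and as deposited the genotypes overlapped. Lists of genes the paper does not discuss on these arrays were higher with these genes. Stromal fibroblast and preadipocyte markers had a median log2 fold change of 0.85 over 24 genes and a mean of 0.81 (standard error over genes 0.12). Extracellular matrix genes had a median of 0.85 over 30. Macrophage markers had a median of 0.22 over 20 and a mean of 0.50 (standard error of the mean over genes 0.18, and over arrays 0.47). With an estimated correlation none of these lists passed in camera, with adjusted p-values of 0.581 (stromal), 0.581 (matrix) and 0.804 (macrophage). A lower share of eosinophils in the sorted samples is argued against only where it would raise the markers of all other cells alike. The mean of the dendritic cell list differed by −0.63 (standard error over arrays 0.30) while that of the stromal list differed by 0.81 (standard error over arrays 0.41). Each had an exact permutation p of 0.1, the smallest for this design. A lower share with a changed mix of other cells stays open, as the eosinophil share was not measured. RNA of stromal cells is a candidate source of the higher Il33, Penk and Ccl11 signal, though a gate on CD45, CD11b and Siglec-F would remove such cells. Col3a1 read 12.56 log2 units in WT and 12.86 in Klf3−/−, and Dcn 11.97 and 12.68, with overlap between genotypes in both. Of the 24 stromal genes 21 were higher and 3 lower, with log2 fold changes from −0.33 to 1.88, and 0 are in another list. Il33, Penk and Ccl11 had 2.14, 1.52 and 1.12. RNA of macrophages cannot be told apart from a change of Ccl24 in eosinophils. This is because the median of 0.22 lay between the bounds of 0.2 and 0.5 set for the test. The mean of 0.499 and the median of 0.46 on the values as deposited also lay between them, near the upper bound. Of the 20 genes 15 were higher and 5 lower, and 2 are in another list. The 2 brightest overlapped between genotypes. C1qa read 12.05 log2 units in WT and 12.19 in Klf3−/−, and Apoe 12.26 and 11.87. Siglec-F and side scatter are the gates that would remove macrophages. A change of Il33, Penk, Ccl11 or Ccl24 within Klf3−/− eosinophils, or in the other cells themselves, stays open and was not tested.

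Among probe sets at an unadjusted p under 0.05, 94.9% were higher in Klf3−/− in the values as deposited. After quantile normalisation 56.5% were higher, and after centring on each array's median 55.5%. The arrays differed in median by 0.21 log2 units between genotypes (exact permutation p = 0.7), and within each of the 3 replicate pairs the Klf3−/− array was higher, by 0.34, 0.05 and 0.22 (exact paired p = 0.25, the smallest for 3 pairs). Both scalings even out the 2 directions by construction, so the fall in the share does not show its source. The scale of the deposited values stays a possible source. A general rise of RNA in Klf3−/− eosinophils was not tested. It cannot be read from these arrays, as the RNA was amplified and no reference for cell number is analysed here. Among WT mice alone the array medians ran from 30.3 to 56.5.

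Of 17 eosinophil markers 8 lay at or under the olfactory receptor level, namely Siglecf, Ccr3, Epx, Prg2, Il5ra, Alox15, Gata1 and Serpinb2. The other 9 lay above it, with Cd24a at 10.20, Csf2rb and Csf2rb2 at 9.64, Pira1 at 7.63, Adgre4 at 7.55, Gata2 at 7.21, Itgam at 6.93, Prg3 at 5.20 and Ltc4s at 5.13 log2 units. Prg3 lay below the level in Klf3−/− (4.84) and Ltc4s in WT (4.87). Low signal of the arrays as a whole is argued against by the housekeeping genes, whose median was 11.13 log2 units. RNA of cells other than eosinophils is a candidate source of signal, since all 91 measured markers of macrophages, stromal, endothelial, T and NK, B and dendritic cells lay above that level (5 of them also in another list), with C1qa at 12.05, Col3a1 at 12.56 and Cd74 at 12.67 in WT. Probe sets are not on one scale, so these levels give no amount of such RNA. The gate on CD45 would remove stromal and endothelial cells, CD11b and F4/80 would remove lymphocytes, and Siglec-F and side scatter would remove macrophages and dendritic cells. Probe sets that do not report the eosinophil genes cannot be told apart from this, as each of the 8 low genes has a single probe set and no array of known eosinophil RNA is analysed here.

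With 3 arrays against 3 there are 10 splits, too few for a share under 0.05. In limma all 10 splits gave 0 probe sets past an adjusted p under 0.05. At an unadjusted p under 0.05 the real split gave 2475 and the highest other 3517, and 5 splits, the real one included, reached the real value. Among the 4 splits that part all replicate pairs, as the real one does, the highest other gave 1441, and the remaining splits part 1 pair. The real split gave 7 gene lists and the highest other 10, and 7 splits, the real one included, reached the real value. Among the 4 splits that part all replicate pairs the highest other also gave 10 lists. Of 26 measured neighbours of Klf3 on chromosome 5, 0 were called, which decides nothing, as 0 probe sets passed anywhere. At an unadjusted p under 0.05 there were 5 (19.2%, against 6.06% of 17070 other genes, Fisher's exact p = 0.0186, a comparison added after the values were seen). That larger share goes with a strain difference around the gene. Such a difference still cannot be told apart from an effect of the genotype on these genes.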

How the results depend on the processing

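The combinations of the values as deposited with an analysis of variance or with the replicate block, and the beiging list without Metrnl, Penk and Il33, were chosen only after the result was seen, and all other alternatives were fixed before the data were examined. Quantile normalisation itself, on which the reported values rest, replaced the planned values as deposited once the scales of the arrays had been seen. No probe set passed an adjusted p under 0.05 in limma, or in the one-way or two-way analysis of variance, under the settings run, and the smallest adjusted p ran from 0.0614 among probe sets above the olfactory receptor level to 1.00 by one-way analysis of variance on the values as deposited (up to 0.903 in leave-one-out fits). It was also under 0.1 with array weights (0.0839) and with 1 probe set per gene (0.0934), and 0.124 in the unweighted fit over all 45037 probe sets, where 0 passed a threshold of 0.1. At an unadjusted p under 0.05 there were 2475, and 1517, 1384 and 1042 where fewer were tested (above the olfactory receptor level, above the median level, 1 probe set per gene). With the replicate block on the normalised values there were 3212. On the values as deposited there were 1212 in limma, 649 by one-way analysis of variance and 3966 with the replicate block. The cause of these differences was not tested. None of the 7 genes the paper names passed in any setting (adjusted p from 0.227 to 1.00) and 6 kept their direction in all of them, while Ccl24 (0.83) fell to 0.13 without Klf3−/− replicate 3 and Ccl11 (1.12) to 0.69 without Klf3−/− replicate 2. Klf1, at −0.13 and below the olfactory receptor level, was 0.048 on the values as deposited, alone, in either analysis of variance and with the replicate block. It ran from −0.27 to 0.047 in leave-one-out fits (0.047 without Klf3−/− replicate 2) and has no value under the filters on dim probe sets. Of 29 gene lists 7 passed, and 12 with the replicate block (neutrophil, mast cell, endothelial, B cell and lipid mediator lists added). On the values as deposited 12 passed (neutrophil, endothelial, B cell, lipid mediator and mesothelial lists added), and 8 to 11 in leave-one-out fits (11 without Klf3−/− replicate 1). None passed with an estimated correlation or by the directional test of fry. The mixed test of fry takes changes in both directions together. By it the stromal, matrix, chemokine and KLF lists passed (adjusted p = 0.0484 each). With an estimated correlation the stromal, beiging and matrix lists had an adjusted p of 0.581, and by the directional test of fry 0.588, 0.588 and 0.454. These lists and the dendritic list passed in all 13 planned settings that kept the preset correlation. Without Metrnl, Penk and Il33 the beiging list did not pass (0.0970, and 0.804 with an estimated correlation). The macrophage list passed in 10, failing without WT replicate 2 (0.609), without Klf3−/− replicate 3 (0.400) and with array weights (0.204). The cell cycle list passed in 10, failing without WT replicate 2 (0.621, upward), without Klf3−/− replicate 3 (0.285) and with array weights (0.483), with leave-one-out values from 3.75e-06 to 0.621. The inflammatory list passed in 9, failing without WT replicate 1 (0.114), without WT replicate 2 (0.0872), without Klf3−/− replicate 3 (0.201) and with median centring (0.0795). Lists that did not pass turned direction as follows, with the adjusted p: eosinophil markers with the replicate block (0.894), as deposited (0.916) and above the olfactory receptor level (0.867), T and NK markers with array weights (0.815), and myeloid homeostasis as deposited (0.930), by the mean of all probe sets (0.815) and above the olfactory receptor level (0.845). Lists that turned in leave-one-out fits ran from 0.602 to 0.998 (myeloid homeostasis), 0.708 to 0.998 (eosinophil), 0.148 to 0.918 (T and NK), 0.388 to 0.998 (erythroid), 0.433 to 0.998 (chemokines), 0.514 to 0.998 (type 2 signalling), 0.137 to 0.941 (adipocyte), 0.000671 to 0.921 (endothelial), 0.553 to 0.998 (leukocyte migration), 0.550 to 0.977 (oxidative phosphorylation) and 0.000671 to 0.847 (mast cell); the cause was not tested. Over all lists and settings 350 results kept their direction and side of the threshold, 34 newly passed, 25 no longer passed and 26 turned direction. The replicate block added 5 lists and dropped 0. Of list members adjusted over their list alone it passed 2 instead of 0 (endothelial), 1 instead of 2 (dendritic), 1 instead of 2 (chemokines) and 4 instead of 1 (inflammatory), and among stromal markers Col6a2 in place of Cd34. Signal over background limits 8 of 17 eosinophil markers and Klf1.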

Differences from the paper's values

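No test in this part was chosen only after the result was seen, except the choice of other single probe sets, named where it is used. For 3 KLF genes the mean level in WT eosinophils differed from the paper's plot. For Klf4 it was 1181 here, and the paper's value is about 580 in Supplementary Fig. 6d, read by eye. For Klf6 it was 2484, and the paper's value is about 1200 in Supplementary Fig. 6d, read by eye. For Klf13 it was 698, and the paper's value is about 250 in Supplementary Fig. 6d, read by eye. Among the alternatives set before the data were examined, the mean of all probe sets of a gene no longer differed for Klf4 (847), Klf6 (1256) and Klf13 (201). By that mean Klf3 (166) and Klf9 (62.3), which did not differ in any other planned setting, did differ, the paper's values being about 360 for each in Supplementary Fig. 6d, read by eye. The values as deposited (2615 ± 1501, SD) no longer differed for Klf6 through their larger spread. All other planned settings differed for Klf4, Klf6 and Klf13, as did the values as deposited for Klf4 and Klf13. Another single probe set of each gene, chosen after seeing the values, gave 587 for Klf4, 1206 for Klf6 and 259 for Klf13 as deposited. Chosen in the same way, another probe set gave 361 for Klf3 and 358 for Klf9, where the brightest gave 332 and 415 as deposited. That Klf3 probe set was the one that was lower in Klf3−/−. Which probe sets the paper plotted is not given in the sources used here.

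The paper shows a heatmap of genes it calls significant by a two-way ANOVA with FDR (Fig. 4d), while 0 probe sets passed an adjusted p under 0.05 here in limma, in a one-way or in a two-way analysis of variance, and 2475 had an unadjusted p under 0.05 in limma, 2240 in the one-way and 2535 in the two-way analysis. The paper calls Metrnl, Penk and Il33 significantly higher in Klf3−/− eosinophils. All were higher here, with adjusted p-values of 0.663, 0.862 and 0.663, and the exact one-sided Mann-Whitney p was 0.05 for each after normalisation and 0.1 for Metrnl as deposited. Metrnl, Il33 and Il6 passed when adjusted over the list of secreted factors alone. The paper states that Ccl11 and Ccl24 were higher. Both means were higher here, with adjusted p-values of 0.868 and 0.949, the Ccl24 arrays overlapped between genotypes, and as deposited so did the Ccl11 arrays. The paper reports enrichment of leukocyte migration and of myeloid cell homeostasis among immune processes by another test, on GO terms. The hand-written lists had adjusted p-values of 0.769 and 0.824. The paper's plot of GO groups shows mostly higher genes, and 56.5% of probe sets at an unadjusted p under 0.05 were higher here, or 94.9% on the values as deposited.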

Other observations

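Among the tests in this part, none was set up to decide an explanation, and the genes named as chosen after the values were seen lie outside the rule for named genes.

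Of 19 cell cycle genes 18 were lower in Klf3−/− samples, with a median log2 fold change of −0.55 (camera adjusted p = 0.00884, and adjusted p = 0.804 with an estimated correlation of 0.75). The list did not pass without WT replicate 2 (adjusted p = 0.621, camera upward), without Klf3−/− replicate 3 (adjusted p = 0.285) or with array weights (adjusted p = 0.483). Nusap1 and Birc5, both mitotic genes, had −1.18 and −0.98. Of 22 inflammatory cytokines and NF-kB targets 18 were also lower, with a median of −0.47 (camera adjusted p = 0.0302, and adjusted p = 0.581 with an estimated correlation). That list did not pass without WT replicate 1 (adjusted p = 0.114), without WT replicate 2 (adjusted p = 0.0872), without Klf3−/− replicate 3 (adjusted p = 0.201) or with median centring (adjusted p = 0.0795). Il1a (−1.09) and Il10 (−1.06) were lower in all Klf3−/− arrays than in all WT arrays, while Il6 was higher and was the 1 member that passed when adjusted over the list alone (4 with the replicate block). No member of either list passed in limma over all probe sets, and at an unadjusted p under 0.05 there were 0 cell cycle genes, and 1 higher and 4 lower inflammatory genes. Tnf (−0.64) and Ifng (−0.70), chosen after the values were seen, overlapped between genotypes, and Ifng lay just under the olfactory receptor level in Klf3−/− (5.09).

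Genes of other cell types also differed between samples. The keratin Krt19 and the epithelial cadherin Cdh1 had log2 fold changes of 2.70 and 1.91, within a mesothelial and epithelial list whose median was 0.01 (camera adjusted p = 0.0883, which was 9.67e-05 on the values as deposited, 0.00200 without Klf3−/− replicate 2 and 0.00179 with the genes above the olfactory receptor level). As deposited, Krt19 read 84.1, 122 and 37.6 in WT mice and 671, 191 and 1278 in Klf3−/− mice. The keratins Krt18 and Krt8 lay below the olfactory receptor level in WT on average (4.56 and 4.90) and overlapped between genotypes, Krt18 reading 7.82, 216 and 7.86 in WT mice and 886, 160 and 1390 in Klf3−/− mice, and Krt8 23.0, 118 and 9.10 and then 546, 67.8 and 920. Milk protein genes, chosen after the values were seen, were highest in Klf3−/− mouse 3, with Csn3 at 1133 and Lalba at 747, although the mice were male. They lay below the olfactory receptor level in WT on average (Csn3 at 4.40), while Csn2 had a log2 fold change of 0.12. Neutrophil markers had a median of 0.37 (adjusted p = 0.0637, 0.0460 with the replicate block and 0.00411 as deposited), and Ltf (3.11), which encodes lactoferrin, was the 1 that passed when adjusted over the list alone. Mast cell markers had a median of 0.74 (adjusted p = 0.101, 0.00109 with the replicate block and 0.140 as deposited), and Cpa3 read highest in mouse 2 of both genotypes, at 1316 in WT and 3286 in Klf3−/−. Endothelial and mural markers had a median of −0.60 (adjusted p = 0.141, 0.000430 with the replicate block and 0.000201 as deposited), with Myh11 at −1.24 and Acta2 at −0.94, which passed over the list alone with the replicate block but not without it. B cell markers had a median of −0.43 (adjusted p = 0.0610, 0.0343 with the replicate block and 0.0185 as deposited), and lipid mediator enzymes 0.22 (adjusted p = 0.0697, 0.0460 with the replicate block and 0.0448 as deposited). In leave-one-out fits the mast cell and endothelial lists turned direction, and neither passed in all of them. The smallest adjusted p in these fits was 0.00486 (neutrophil, without WT replicate 3) and 0.000671 (mast cell and endothelial, without WT replicate 2). It was 3.20e-05 for the B cell list and 0.0392 for the lipid mediator list, both without Klf3−/− replicate 1. With an estimated correlation the adjusted p of these lists was 0.581 for the lipid mediator enzymes, 0.885 for the endothelial and mural markers and 0.804 for the others. In the macrophage list, of which 0 members passed over all probe sets or over the list alone, Lyve1 had a log2 fold change of 2.21 and F13a1 1.37 (adjusted p = 0.155 each over the list alone). Cbr2 (1.31, adjusted p = 0.190 over the list alone), and Timd4 (−0.84) and Mertk (−0.80, adjusted p = 0.311 each over the list alone), the last 2 chosen after the values were seen, overlapped between genotypes.

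The remaining lists did not pass, except in a leave-one-out fit the immediate early list without WT replicate 1 (adjusted p = 0.0441), ribosomal proteins without Klf3−/− replicate 1 (adjusted p = 0.0483) and the neighbours of Klf3 without Klf3−/− replicate 3 (adjusted p = 0.0204). T, NK and innate lymphoid markers had a median of −0.03 and a mean of 0.01 (camera upward, adjusted p = 0.817), and oxidative phosphorylation a median of −0.0084 and a mean of 0.00014 (camera upward, adjusted p = 0.778). Adipocyte markers had a median of −0.12 (adjusted p = 0.769), platelet and megakaryocyte markers −0.12 (adjusted p = 0.717), type 2 cytokine receptors and signalling −0.10 (adjusted p = 0.769) and interferon-stimulated genes −0.19 (adjusted p = 0.253). Immediate early genes had a median of 0.24 (adjusted p = 0.199), ribosomal proteins −0.06 (adjusted p = 0.415), neighbours of Klf3 on chromosome 5 0.03 (adjusted p = 0.201) and housekeeping genes −0.04 (adjusted p = 0.754). The negative medians of this paragraph were positive on the values as deposited.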
